# Transcriptome Analysis Reveals Altered Expression of Genes Involved in Hypoxia, Inflammation and Immune Regulation in *Pdcd10*-Depleted Mouse Endothelial Cells

**DOI:** 10.3390/genes13060961

**Published:** 2022-05-27

**Authors:** Carmela Fusco, Grazia Nardella, Lucio Di Filippo, Elisabetta Dejana, Davide Cacchiarelli, Antonio Petracca, Lucia Micale, Matteo Malinverno, Marco Castori

**Keywords:** *Pdcd10*, cerebral cavernous malformation, transcriptomic analysis, hypoxia, HIF-1signaling, inflammation, immune response

## Abstract

Cerebral cavernous malformations (CCM) are capillary malformations affecting the central nervous system and commonly present with headaches, epilepsy and stroke. Treatment of CCM is symptomatic, and its prevention is limited. CCM are often sporadic but sometimes may be multifocal and/or affect multiple family members. Heterozygous pathogenic variants in *PDCD10* cause the rarest and apparently most severe genetic variant of familial CCM. We carried out an RNA-Seq and a Q-PCR validation analysis in *Pdcd10*-silenced and wild-type mouse endothelial cells in order to better elucidate CCM molecular pathogenesis. Ninety-four differentially expressed genes presented an FDR-corrected *p*-value < 0.05. A functionally clustered dendrogram showed that differentially expressed genes cluster in cell proliferation, oxidative stress, vascular processes and immune response gene-ontology functions. Among differentially expressed genes, the major cluster fell in signaling related to inflammation and pathogen recognition, including HIF1α and Nos2 signaling and immune regulation. Validation analysis performed on wild-type, Pdcd10-null and Pdcd10-null reconstituted cell lines was consistent with RNA-Seq data. This work confirmed previous mouse transcriptomic data in endothelial cells, which are recognized as a critical tissue for CCM formation and expands the potential molecular signatures of *PDCD10*-related familial CCM to alterations in inflammation and pathogen recognition pathways.

## 1. Introduction

Cerebral cavernous malformations (CCM) are common vascular malformations derived from capillaries and small vessels of the central nervous system (CNS) [1]. Major clinical manifestations include intracranial haemorrhage, seizures and headache. Given the clinical unpredictability of CCM, surgery, stereotactic radiosurgery, pain medications and pharmacological prevention of seizures are the only therapeutic resources after neuroimaging detection of an otherwise unexpected lesion or, more commonly, after abrupt or subacute manifestations. Disease prevalence is estimated at 0.16–0.5% in the general population and often occurs sporadically [2]. More rarely, CCM may be multifocal and/or aggregate in families (familial CCM—FCCM) [3]. FCCM are caused by heterozygous, deleterious variants in either one of three genes encoding for interacting proteins, comprising Krev1 Interaction Trapped 1 (*KRIT1*; *CCM1;* MIM#604214), Malcavernin (alias *MGC4607*; *CCM2*; MIM#607929) and Programmed Cell Death 10 (*PDCD10*; *CCM3*; MIM#609118). Loss-of function is the prevalent molecular mechanism in FCCM. Genotype–phenotype correlations in FCCM are poor, and molecular data have limited clinical applications to date. More recently, the identification of a deleterious variant in either one of the known genes was considered mandatory for clinical trial enrolment in FCCM [4]. A better understanding of the biological diversity underpinning clinical variability in FCCM will improve prognostication, management planning and treatment approaches for future patients.

Alterations of *PDCD10* are the rarest genetic cause of FCCM and tend to associate with a more aggressive phenotype with an earlier age of onset [5]. The encoded protein is identified as a key molecule for intracranial angiogenesis and endothelial cell homeostasis in both in vitro studies and animal disease models. In particular, studies in isolated endothelial cells show that *Pdcd10*-mediated pathways include Notch signaling, VEGF signaling and the ERK/MAPK pathway [6,7]. Zebrafish models reveal that Pdcd10 plays an essential role in early embryonic angiogenesis and cardiovascular development [8,9,10,11]. Furthermore, the murine *Pdcd10* model shows that the Pdcd10 protein takes part in different intracellular signaling, which affects cell junction, apoptosis and stress responses [12]. Despite the many collected biochemical in vitro and in vivo data on *PDCD10*, the molecular pathogenesis of *PDCD10*-related FCCM remains only partially understood, and this lack of knowledge impacts the development of tailored patient’s management.

Here, we explored the consequences of *Pdcd10* silencing in mouse endothelial cells (ECs) by employing a transcriptomic analysis. This study allowed us to identify novel *Pdcd10*-controlled molecular pathways and offered the possibility of providing novel insights into FCCM pathogenesis and therapeutic targets.

## 2. Materials and Methods

### 2.1. Cell Lines

An immortalized mouse aortic EC line was generously gifted by Prof. Francesca Boccafoschi (Health Science Department, University of Piemonte Orientale, Novara, Italy). Cells were cultured in D-MEM with Glutamax supplemented with 20% FBS, 1% penicillin (100 U/mL) and streptomycin (100 μg/mL) (Thermo Fisher Scientific, Waltham, MA, USA) and grown in a 5% CO_2_ incubator at 37 °C. For validation studies, immortalized mouse lung-derived endothelial cell lines of either wild-type or knocked out for *Pdcd10* (here named as EC-Ctrl*, Pdcd10*iEC-KO, respectively) and endothelial cell lines from *Pdcd10* knockout mice, to which the human PDCD10 (here named as *Pdcd10iEC-KO^+Pdcd10^*) were re-added, were cultured as described in [13]. In brief, to generate Pdcd10^−/−^ cells re-expressing mGFP-tagged PDCD10, Pdcd10^−/−^ were transduced with the recombinant lentivirus Lenti ORF clone mGFP-tagged PDCD10 (OriGene Technologies Inc., Rockville, MD, USA). The human PDCD10 aminoacid sequence presents a single substitution (p.V192I) compared to the Pdcd10 mouse protein. The Lenti ORF clone mGFP-tagged PDCD10 vector was already used in mouse cells as reported in [13]. The recombinant lentiviruses were resuspended in serum-free MCDB-131 medium and added to the cells for 1 h at 37 °C. To increase the number of the cells, the cells were then passaged four times.

### 2.2. RNA Interference

Stealth RNAi duplexes designed against *Pdcd10* (Thermo Fisher Scientific, Waltham, MA, USA) or stealth RNAi negative control (Thermo Fisher Scientific, Waltham, MA, USA) were transfected in EC cells (here named as si*Pdcd10*-ECs and siCNT-ECs, respectively) using Lipofectamine RNAiMAX (Thermo Fisher Scientific, Waltham, MA, USA) and according to the manufacturer’s protocol. 

### 2.3. Western Blotting

The EC line was plated in six-well culture dishes at a density of 1 × 105 cells/mL and then transfected with the indicated Stealth RNAi duplexes. After 48 h, cells were lysed in 1x D-PBS, 0.025% NP-40 and protease- and phospho-inhibitors (Roche, Pasadena, CA, USA). Total cell lysates were analyzed by 10% SDS-PAGE page electrophoresis, transferred to nitrocellulose membrane and blotted with anti-Pdcd10 (Proteintech Cat#10294-2-AP, RRID: AB_2162153) and anti-β-Actin (Santa Cruz Biotechnology Cat#sc-47778 HRP, RRID:AB_2714189) [14,15,16] antibodies. The specificity of the anti-Pdcd10 antibody was determined through Pdcd10 silencing by comparing the control and silenced cell line. Horseradish peroxidase-conjugated anti-rabbit Ab (Bio-Rad Cat# 1706515, RRID:AB_2617112) was used as a secondary antibody [17,18].

### 2.4. RNA Extraction

Total RNA was extracted using a mini RNase kit reagent (Qiagen, Hilden, Germany). The quality of nucleic acids was assessed using Nanodrop ND1000 (EuroClone, Milan, Italy). The RNA quantity was evaluated by Qubit RNA BR Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). The RNA integrity was assessed by the RNA Integrity Number (RIN) using the Agilent RNA 6000 Nano Kit on the BioAnalyzer 2100 (Agilent, Boulder, CO, USA). All analyzed samples displayed a RIN above 9.50.

### 2.5. Library Preparation

Total RNA of si*Pdcd10*-EC and siCNT-EC lines from three replicas of each cell type was quantified using the Qubit 2.0 fluorimetric Assay (Thermo Fisher Scientific, Waltham, MA, USA). A poly-A enriched library was generated with the TruSeq RNA-Seq Library Preparation Kit v2 (#RS-122-2001, Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Library quality control was performed using the Agilent 2100 Bioanalyzer. Indexed libraries were sequenced at the CRS4 Next Generation Sequencing facility with the HiSeq 3000 instrument to generate ~40 M 50 bp single-end reads per sample. Read and library quality was assessed by running FastQC (RRID:SCR_014583) and RSeQC (RRID:SCR_005275) [19] on FASTQ and aligned BAM generated with STAR. Transcript abundance was estimated with Kallisto [20], and differentially expressed genes (DEGs) were identified using DeSeq2 (RRID:SCR_015687) [21] R package with an FDR corrected *p*-value < 0.05. Enrichment analysis was performed with ToppCluster (RRID:SCR_001503) [22].

### 2.6. Quantitative PCR (qPCR)

Total RNA from si*Pdcd10*-EC and siCNT-EC and from *Pdcd10*iEC-KO, EC-Ctrl and *Pdcd10iEC-KO^+Pdcd10^* was reverse transcribed using the RT2 First Strand Kit (Qiagen, Hilden, Germany), according to the manufacturer’s instructions. Oligos for the quantitative real-time PCR (Q-PCR) were designed using the Primer express program (RRID:SCR_014326) [23] with default parameters (Table S1). *Gapdh* and *Actin* were used as reference genes. The reactions were run in triplicate in 10 μL of final volume with 10 ng of sample cDNA, 0.3 mM of each primer and 1XPower SYBR Green PCR Master Mix (Thermo Fisher Scientific-Applied Biosystems, Carlsbad, CA, USA). Reactions were set up in a 384-well plate format with a Biomeck 2000 (Beckmann Coulter, Carlsbad, CA, USA) and run in an ABI Prism7900HT (Thermo Fisher, Scientific-Applied Biosystems, Carlsbad, CA, USA) with default amplification conditions. Raw Ct values were obtained using SDS 2.4 (Applied Biosystems, Carlsbad, CA, USA). Calculations were carried out by the comparative Ct method as reported in [24]. Significance was determined by a two-tailed unpaired *t*-test for means [24].

### 2.7. Bioinformatics Workflow

The raw data were analyzed by Next Generation Diagnostics srl, which is the proprietary of the full-length mRNA-seq pipeline (v1.0) comprising quality control, alignment to the reference and counting steps [25]. The raw expression data were normalized, analyzed and visualized by Rosalind HyperScale architecture (RRID:SCR_006233) [21] (Hennig, C. Cran-package fpc. released on 6 December 2020 https://cran.r-project.org/web/packages/fpc/index.html) (OnRamp BioInformatics, Inc.; San Diego, CA, USA).

Clustering of genes for the final heatmap of differentially expressed genes was carried out using the PAM (Partitioning Around Medoids) method using the fpc R library (https://cran.r-project.org/web/packages/fpc/index.html published 6 December 2020). Enrichment analysis for Gene Onthology was conducted using the topGO package [26]. 

Several database sources were referenced for enrichment analysis, including Interpro, NCBI, MSigDB, REACTOME and WikiPathways. Enrichment was calculated relative to a set of background genes relevant to the experiment. The top 50 biological process terms for Elim *p*-value were analyzed with Revigo [27].

All datasets sequencing data were deposited to Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186523; ID number: GSE186523 released on 1 October 2022). 

### 2.8. Confocal Microscopy

For immunocytochemical analysis, EC-Ctrl and *Pdcd10*iEC-KO cells were plated in 12-well culture dishes at a density of 1 × 55 cells/mL and then fixed in 4% paraformaldehyde and incubated with 0.5% Triton-X100 in phosphate-buffered saline for 1 h. After, the cells were counterstained with anti-PECAM1 antibody (1:50; 551,262; BD Pharmingen) for 2 h at room temperature, followed by incubation with Alexa Fluor goat anti-mouse IgG (1:500 dilution, #A11011 Thermo Fisher Scientific, Waltham, MA, USA), for 2 h at room temperature finally with 4,6-diamidino-2-phenylindole (DAPI, Molecular Probes, #D1306).

Confocal microscopy was performed using a confocal microscope (TCS SP5, Leica, Wetzlar, Germany), with the ImageJ software (NIH, New York, NY, USA) used for image analysis.

### 2.9. Statistical Analysis

Statistical analysis of immunoblotting and Q-PCR assays were performed using an unpaired, two-tailed Student’s *t*-test (Excel software) (* *p* < 0.05, ** *p* < 0.01).

## 3. Results

### 3.1. Pdcd10-Related Transcriptomic Profile

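Poly-A RNA of an immortalized mouse aortic EC line was sequenced in 6 libraries, 3 in which *Pdcd10* had been silenced with Stealth RNAi duplexes (si*Pdcd10*-EC) and 3 controls (siCNT-EC). The titles of the libraries number the experiments I, II and III, with 1 library of either group in each. Other fields of the labels name the groups the other way around, so si*Pdcd10*-EC and siCNT-EC stand throughout for libraries titled as silenced and libraries titled as control. For each library the authors deposited a table in the column layout of RSEM that lists 55385 genes by Ensembl identifier, with the expected count and the TPM of each gene. An expected count is an estimate of the reads that came from a gene, and it need not be a whole number where reads match several genes. The paper names a proprietary pipeline for alignment and counting, and the genome build of the files is not given in the sources used here. The expected counts added up to 3864552, 37183348 and 41355817 in siCNT-EC of experiments I, II and III, with a median of 37183348. In si*Pdcd10*-EC the totals were 37594543, 38058645 and 36211007, with a median of 37594543. The paper's methods give about 40 M reads of 50 bp per sample, whereas the effective gene lengths in the files are those of reads of 76 bases. All values given here use the totals of the files.
The expected counts were rounded and normalized for library size by the TMM method of edgeR, and expression is given as CPM, the counts scaled by the normalized library size. Genes too low for a test were removed with the filter of edgeR, which kept 16656 genes. The groups were compared with the quasi-likelihood test of edgeR, without the experiment as a factor, and p-values were adjusted by the Benjamini-Hochberg method over the genes kept. This comparison ignores the pairing of libraries by experiment that the titles give, so the spread between experiments enters its p-values. A gene was called a DEG at an adjusted p below 0.05 and a change of at least 1.5-fold. Positions are those of the GENCODE M21 annotation of GRCm38, in which 55144 of the identifiers were found when their version numbers were ignored.
Across genes, log2 CPM in si*Pdcd10*-EC of experiments II and III had a Pearson correlation of 0.994, against 0.953 between experiments I and II. The correlation was 0.992 between siCNT-EC of experiments II and III, against 0.922 between I and II.

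**Figure D1:**
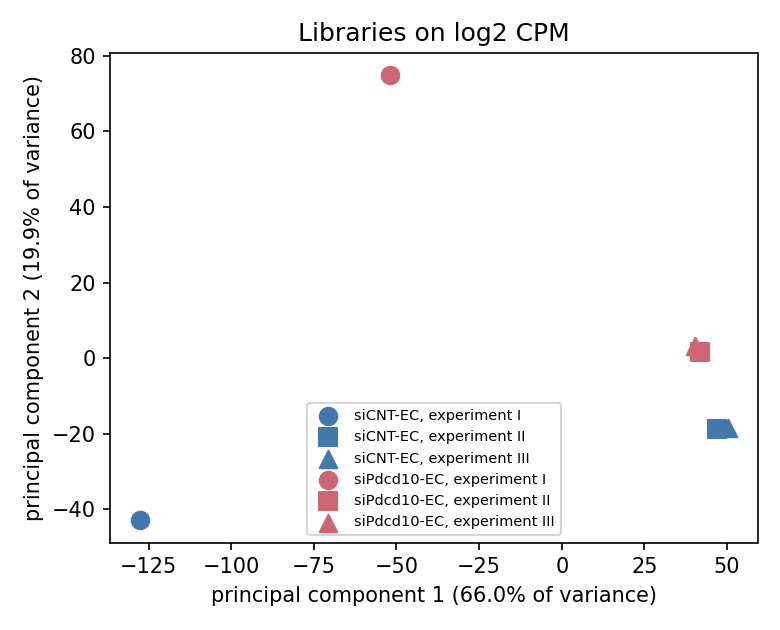
The first and second principal components of log2 CPM in the 6 libraries, with 1 point per library, colored by group and shaped by experiment. The first component holds 66.0% of the variance and sets experiment I apart from II and III, and the second holds 19.9%.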

In order to identify novel molecular pathways potentially altered by *Pdcd10* silencing, we carried out RNA-sequencing (RNA-seq) analysis in wild-type (i.e., siCNT-EC) and *Pdcd10-silenced* lines (i.e., si*Pdcd10*-EC) from aortic murine immortalized ECs. An in vitro culture of mouse ECs were previously used for exploring the molecular pathogenesis of FCCM, as these cells can be considered the counterpart of human endothelial tissue [28]. We first silenced *Pdcd10* in the EC line by the transfection of specific Stealth RNAi for *Pdcd10*. We found a reduction of ~80% protein level in si*Pdcd10*-EC compared to siCNT-EC by Western blot assay (Figure 1a,b).

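The transcript targeted by the silencing, *Pdcd10* (ENSMUSG00000027835), lies on chromosome 3 of GRCm38 from 75516490 to 75556856. It was measured at 29.3, 38.9 and 36.3 CPM in siCNT-EC of experiments I, II and III, and at 16.4, 12.4 and 10.6 CPM in si*Pdcd10*-EC. The means were 34.8 ± 4.93 CPM (SD, n = 3) and 13.1 ± 2.96 CPM (SD, n = 3). Its log2 fold change, si*Pdcd10*-EC against siCNT-EC, was -1.41 (standard error 0.22, adjusted p = 0.298 from the quasi-likelihood test of edgeR). Within experiments I, II and III the log2 ratio was -0.84, -1.64 and -1.77, and with each library left out in turn the fold change stayed between -1.60 and -1.28 on the log2 scale. With the groups by title, the alternative that moved it most used experiments II and III only, was chosen after seeing the data and gave -1.71 (adjusted p = 2.8e-06 from edgeR). DESeq2 gave -1.42 with its default settings (adjusted p = 6.9e-05 from its Wald test) and -1.19 with a prior on the fold changes (adjusted p = 1.3e-04 from the same test). Over all the alternatives with these groups, the adjusted p from edgeR, DESeq2 and limma ran from 5.0e-07 to 1.00. The processed pseudogene *Gm14253* (ENSMUSG00000082321, chromosome 2 from 156347202 to 156347840) holds a copy of the *Pdcd10* transcript, and both had expected counts that were not whole in 6 libraries, so the split of reads between them is uncertain. *Gm14253* was at 3.46 ± 0.853 CPM (SD, n = 3) in siCNT-EC and 0.768 ± 0.112 CPM (SD, n = 3) in si*Pdcd10*-EC.

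**Figure D2:**
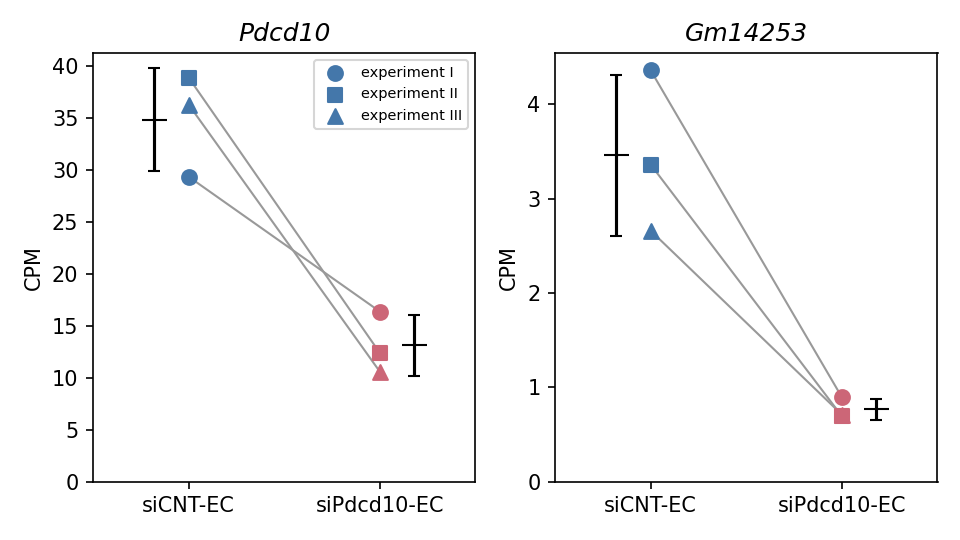
Expression of *Pdcd10* (left) and of its pseudogene *Gm14253* (right) in CPM, with 1 point per library, grey lines joining the libraries of an experiment, and the mean and SD of each group beside the points. *Pdcd10* lies between 29.3 and 38.9 CPM in siCNT-EC and between 10.6 and 16.4 CPM in si*Pdcd10*-EC.

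Over the 16656 genes tested, edgeR called 0 DEGs, and 1009 genes had an unadjusted p below 0.05. Limma-voom called 2. With the experiment as a block, edgeR called 15. On the same counts, DESeq2 called 132 DEGs with its default settings, and 94 with a prior on the fold changes and no filter on mean counts. With experiments II and III only, an alternative chosen after seeing the data, edgeR called 2082.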

Transcriptome analysis revealed 94 DEGs with an adjusted *p*-value (pAdj) < 0.05. The expression of 94 DEGs differed significantly by at least 1.5-fold change (71 upregulated genes vs. 23 downregulated genes) (Figure 1c, Table 1 and Table S2). 

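All 94 genes of Table 1 were found in the files by their Ensembl identifier and were tested by edgeR. Of these, 71 had a higher and 23 a lower expression in si*Pdcd10*-EC, each in the direction given in Table 1. In 94 of 94 the si*Pdcd10*-EC libraries did not overlap with the siCNT-EC libraries. Chance gives such a separation for 10% of genes, and it was found for 14.0% of all genes tested. The log2 ratio had the same sign in the 3 experiments for 94 of the genes, against 41.3% of all genes tested and 25% by chance. The 94 genes were chosen as DEGs on these libraries, so this separation and these signs follow from the choice and are not independent evidence. The median size of the log2 fold change was 1.32 in edgeR, and the median of the paper's values is 1.07. These are unlike measures. The prior of DESeq2 shrinks fold changes, and with it the largest difference from the paper's values was 0.0011, while those of edgeR are not shrunken by that prior. Across the 94 genes, which are not independent replicates, the log2 fold changes of edgeR had a Pearson correlation of 0.826 and a Spearman correlation of 0.963 with the paper's values. With the experiment as a block, 12 of the 94 were DEGs in edgeR, and DESeq2 called all 94 both with and without the prior on fold changes.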

Figure 1d represent the volcano plot illustrating the 94 DEGs with a -log10(p-adj) threshold of at least 1.3. 

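For the 94 genes, the adjusted p from edgeR was at most 0.605, and none lay below 0.05. All 94 had an unadjusted p below 0.05 in edgeR. With the prior on fold changes, their adjusted p from DESeq2 ran from 6.7e-24 to 0.0496. With the experiment as a block, the largest adjusted p among them from edgeR was 0.134.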

Among the most upregulated genes in si*Pdcd10*-EC, we identified the TNF Receptor Superfamily Member 9 gene (*Tnfrsf9*, Entrez Gene ID (E_ID): 21942; log fold change (LogFc) = 2.323), the 1,4-alpha-Glucan Branching Enzyme 1 (*Gbe1*, E_ID: 74185; LogFc = 2.15), the Arrestin beta 1 gene (*Arrb1*, E_ID: 109689; LogFc = 2.000), the Von Willebrand Factor A Domain Containing 1 gene (*Vwa1*, E_ID: 246228; LogFc = 2.035) and the Prolyl 4-Hydroxylase Subunit alpha 2 (*P4ha2*, E_ID: 18452; LogFc = 1.5289) mainly involved in cytokine and immunological systems. 

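*Tnfrsf9* (ENSMUSG00000028965, chromosome 4 from 150914562 to 150946102) was at 28.5 ± 3.58 CPM (SD, n = 3) in siCNT-EC and 186 ± 35.8 CPM (SD, n = 3) in si*Pdcd10*-EC. Its log2 fold change was 2.71 (standard error 0.21, adjusted p = 0.0559 from edgeR). *Gbe1* (ENSMUSG00000022707, chromosome 16 from 70313949 to 70569716) went from 7.67 ± 1.20 to 43.7 ± 4.12 CPM (SD, n = 3 in either group), a log2 fold change of 2.49 (standard error 0.19, adjusted p = 0.0559 from edgeR). *Arrb1* (ENSMUSG00000018909, chromosome 7 from 99535466 to 99606771) was measured at 13.5 ± 2.46 and 70.5 ± 10.4 CPM (SD, n = 3 each). The change in *Arrb1* was 2.36 on the log2 scale (standard error 0.21, adjusted p = 0.0750 from edgeR). *Vwa1* (ENSMUSG00000042116, chromosome 4 from 155768149 to 155774698) had 20.5 ± 2.57 and 125 ± 40.2 CPM (SD, n = 3 each), a log2 fold change of 2.62 (standard error 0.28, adjusted p = 0.143 from edgeR). *P4ha2* (ENSMUSG00000018906, chromosome 11 from 54100095 to 54131665) had 103 ± 11.9 and 334 ± 36.7 CPM (SD, n = 3 each), a log2 fold change of 1.70 (standard error 0.18, adjusted p = 0.143 from edgeR). With the experiment as a block, edgeR called *Tnfrsf9* and *Gbe1* (adjusted p = 0.0281 for each) and *Arrb1* and *P4ha2* (adjusted p = 0.0356 for each), while *Vwa1* stayed above the threshold. Without a filter on low counts, edgeR called all 5. Adjusted over the list alone, 5 of the 5 passed and 0 did over all genes. The study chose these genes on the same libraries, so this is not independent evidence.

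**Figure D3:**
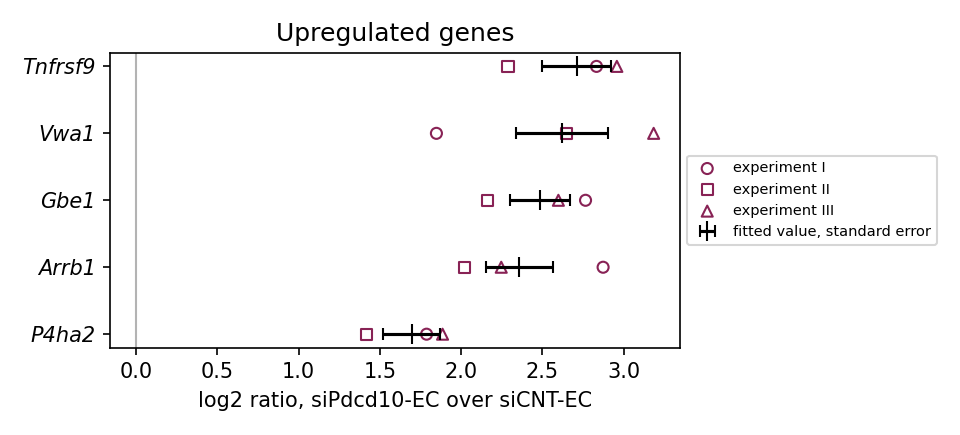
The log2 ratio of si*Pdcd10*-EC to siCNT-EC for *Tnfrsf9*, *Vwa1*, *Gbe1*, *Arrb1* and *P4ha2*. Open symbols are the 3 experiments, and the black mark and bar are the fold change fitted by edgeR with its standard error, from 1.70 for *P4ha2* to 2.71 for *Tnfrsf9*.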

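*Emc2* (ENSMUSG00000022337), on chromosome 15 from 43477229 to 43527763, was at 223 ± 32.7 CPM (SD, n = 3) in siCNT-EC and 75.6 ± 5.03 CPM (SD, n = 3) in si*Pdcd10*-EC. Its log2 fold change of -1.56 (standard error 0.17) had an adjusted p of 0.143 from edgeR, and of 0.0334 from edgeR with the experiment as a block. *Adgrb2* (ENSMUSG00000028782, chromosome 4 from 129984870 to 130022633) had 9.70 ± 1.09 CPM in siCNT-EC and 4.07 ± 0.453 CPM in si*Pdcd10*-EC (SD, n = 3 each), a log2 fold change of -1.24 (standard error 0.23, adjusted p = 0.361 from edgeR). For *Pak3* (ENSMUSG00000031284, chromosome X from 143518591 to 143797796), expression was 46.0 ± 4.94 CPM in siCNT-EC and 22.4 ± 1.20 CPM in si*Pdcd10*-EC (SD, n = 3 each). This was a log2 fold change of -1.04 (standard error 0.15, adjusted p = 0.298 from edgeR). Ordered by the unadjusted p of edgeR, they were number 1, 9 and 3 among the 23 downregulated genes of Table 1. Adjusted over the list alone, 3 of the 3 passed, which is not independent evidence, and 0 passed over all genes.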

Among the downregulated genes, the ER Membrane Protein Complex Subunit 2 (*Emc2*, E_ID: 66736; LogFc = −1.413), the Adhesion G Protein-Coupled Receptor B2 (*Adgrb2*, E_ID: 230775; LogFc = −1.05) and the P21 (RAC1) Activated Kinase 3 (*Pak3*, E_ID: 18481; LogFc = −0.93717), which are predominantly associated with angiogenesis and immunological systems, showed the most significant values (Table 1).

### 3.2. Pathway Analysis of Differentially Expressed Genes

Gene set functional enrichment analysis using the Rosalind HyperScale web platform identified a number of differently represented biological functions. The top enriched gene ontology functions were related to the 4-hydroxyproline metabolic process, brown fat cell differentiation, cell adhesion mediated by integrin, glycongen biosynthetic process, hexadecanal metabolic process, maintenance of lens transparency, protein folding in the endoplasmic reticulum, protein homooligomeritation and response to chemical (Figure 1e).

Enrichment pathway analysis identified 21 significantly enriched pathways (Figure 2, Table 2 and Table S3). The most significantly altered pathways involve hypoxia (p-Adj = 3.0 × 10^−7^, associated with 13 DEGs), HIF-1α transcriptional activity (p-Adj = 0.00020, associated with 6 DEGs), Nod2 signaling (p-Adj = 0.00352, associated with 8 DEGs) and selected immunological signatures related to the memory CD8 T-cells (p-Adj = 0.00071, associated with 9 DEGs), IL12-CD8 associated T-cells (p-Adj = 0.01271, associated with 7 DEGs) and the dendritic cell-elicited B-cells activation (p-Adj = 0.04286, associated with 6 DEGs) (Figure 2, Table 2, Table 3 and Table S3).

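For the 13 genes that Table 3 gives for hypoxia, the median log2 fold change in edgeR was 1.70, and the medians within experiments I, II and III were 1.36, 1.41 and 1.89. For the 6 genes of HIF-1α the median was 1.56, with 1.45, 1.59 and 1.93 by experiment. For the 7 genes that the text names for Nod2 it was 1.82, with 1.36, 1.86 and 2.23 by experiment. Each of the 3 medians lay above those of all 10000 random lists of as many genes matched on mean expression, which describes these libraries and is not a test. The prior on fold changes of DESeq2 gave medians of 1.24 for hypoxia, 1.27 for HIF-1α and 1.23 for Nod2. Thinned to equal depth, a setting chosen after seeing the data, edgeR tested 4 of the 7 genes of Nod2, whose median was 1.16. In each list all genes passed when adjusted over the list alone, and 0 passed over all genes in edgeR. Over all genes, edgeR called *Gbe1*, *P4ha2*, *Ero1l* and *Selenbp1* of the hypoxia genes and *Nos2* of the HIF-1α genes when the experiment was a block. Since the study chose these genes on the same libraries, the first count is not independent evidence. The lists share members, and the gene sets of the immunological signatures in Table 2 were not analysed here. *Adam8*, *Gys1* and *Emilin2*, which the paper names for the immune response, are taken up with its discussion.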

Among the other significant enrichment pathways there are glycogen biosynthesis (p-Adj = 0.01995, associated with 2 DEGs), estrogen response (p-Adj = 0.03626, associated with 7 DEGs), endothelial-to-mesenchymal transition (End-MT, p-Adj = 0.05306, associated with 6 DEGs) and TNFα signaling (p-Adj = 0.05306, associated with 6 DEGs) (Figure 2, Table 2 and Table S3).

### 3.3. Validation Study of Differentially Expressed Genes in Mouse Endothelial Cells

To validate the transcriptomic data, we performed Q-PCR analysis in the lung-derived si*Pdcd10*-EC line. We confirmed the upregulation of a set of genes prioritized based on their functional classification that was significantly perturbed in *siPdcd10-EC* lines, including ADAM Metallopeptidase Domain 8 *(Adam8*), Colony Stimulating Factor 2 Receptor Subunit beta(*Csf2rb)*, *Gbe1*, Glycogen Synthase 1 (*Gys1*), Heme Oxygenase 1 (*Hmox1*), Nitric Oxide Synthase 2 (*Nos2*) and Serpin Family E Member 1 (*Serpin1*), compared to control cell line (Figure 3a). *Csf2rb*, *Hmox1*, *Nos2* and *Serpin1* resulted the most upregulated genes. Transcriptome data were also validated by an independent Q-PCR assay performed on mRNA from either *Pdcd10*iEC-KO and EC-Ctrl lines and from *Pdcd10iEC-KO^+Pdcd10^*, in which the human PDCD10 was over-expressed [13] (Figure 3b). Through analysis of different biological pathways databases, we selected a set of the most representative biological processes (Table S3). Firstly, we stained the *Pdcd10*iEC-KO and EC-Ctrl cells with the endothelial cell marker PECAM1 in order to verify the endothelial profile (Supplementary Figure S1). Then, we measured the expression of a set of DEGs associated with the main significant deregulated pathways, including hypoxia, HIF-1α, NOD2 and immunological-associated signaling, for which the functional association with *PDCD10/Pdcd10* has not been established yet. We showed an upregulation of all tested genes in *Pdcd10*iEC-KO compared with EC-Ctrl lines, of which 11 resulted upregulated. Furthermore, we also addressed a rescue by a reduction of gene expression in *Pdcd10iEC-KO^+Pdcd10^* cells (Figure 3c). Among them, *Serpin 1* resulted more upregulated than the other analyzed genes. 

## 4. Discussion

Here, we carried out a transcriptome profiling analysis in mouse endothelial *Pdcd10* silenced cells and validated our findings in ECs obtained from *Pdcd10* knockdown mice and from *Pdcd10* knockdown mice re-expressing the human *PDCD10* in a subset of selected genes by choosing the genes associated with enriched signaling. Novel findings included pathway alterations of hypoxia, HIF-1α, NOD2 signaling, specific immunological pathways, glycogen biosynthesis, End-MT and TNFα signaling. 

*PDCD10* encodes for an evolutionarily conserved protein physiologically involved in different intracellular signaling pathways such as cell junction, angiogenesis, apoptosis, End-MT and stress responses [12,28]. PDCD10 is highly expressed in the neurovascular unit, and this explains the organ-specific manifestations of FCCM due to heterozygous loss-of-function variants in *PDCD10*. While current management of FCCM is symptomatic, the growing insights into the FCCM molecular pathogenesis are opening the path to innovative therapies aimed at preventing complications. From this perspective, there are two drug-repurposing clinical trials exploring the efficacy of propranolol and atorvastatin in reducing disease manifestations in adults with CCM [4,29]. Hopefully, a deeper understanding of the subcellular and cellular mechanisms leading to CCM formation and rupture in FCCM will ease the identification of further candidate targets for known and novel molecules. 

In order to highlight novel potential genetic targets, several transcriptomic studies related to both coding and noncoding RNA were conducted on CCM patients’ tissues without molecular characterization [30,31,32,33]. These studies showed dysregulation of several signaling which clustered in neuronal activity, angiogenesis, extracellular matrix signaling and vascular integrity. Abou-Fadel and co-authors provided a combination of proteomic and transcriptomic analysis from silencing *CCM* genes in endothelial cells and from *Ccm1* and *Ccm2*-knockout zebrafish embryos, revealing a unique portrait detailing alterations in angiogenesis and endothelial permeability [34]. 

To date, three RNA-Seq analyses aiming to profile the molecular role of PDCD10 in CCM pathogenesis were reported. The first one consisted of a transcriptomic study from brain lesions of *Pdcd10* knockdown mice and identified alterations in neurological signal transduction, postsynaptic signaling and oxidative stress [35]. A combination of transcriptomic analysis derived from mouse and C. elegans endothelial *Pdcd10*-silenced cells revealed a set of genes related to integrin-signaling and vesicle transportation [36]. Recently, Orsenigo and co-authors reported an in-depth single-cell RNA sequencing in a Pdcd10-mouse model mapping the transcriptional diversity of endothelial cells in vascular lesions [37]. The amount of transcriptomic data reported, if confirmed and accurately validated in other cell lines and/or disease models, will surely stimulate the development of novel therapeutic strategies.

In the present study, we first confirmed alterations in pathways identified as abnormal in previous RNA-Seq studies in different tissues and including oxidative stress, integrin-signaling, vesicle transportation, angiogenesis and vascular integrity [28,36,37,38,39]. Our investigations also identified the involvement of novel pathways, including hypoxia and HIF-1α signaling, *NOD2*-related pathway and immune response. 

### 4.1. Hypoxia and HIF-1α Signaling

Many DEGs in this study were related to the hypoxia regulatory network, which is one of the most crucial pathways implicated in the control of the immune response, tissue homeostasis and endothelial signaling in the vasculature. HIF-1α is the key regulator of tissue response to hypoxia [40]. HIF-1α is critical for the development of atherosclerosis through cell-specific responses by acting on endothelial cells, vascular smooth muscle cells and macrophages. HIF-1α controls different pathophysiological processes, including vascular dysfunction, atherosclerosis, myocardial infarction and stroke. In our study, DEGs with at least a 1.5-fold increase in expression linked to hypoxia included cytokines/growth factors (N-Myc Downstream Regulated 1 (*Ndrg1*), *Hmox1*, Inhibitor of DNA Binding 2 (*Id2*), *Family With Sequence Similarity 162 Member A* (*Fam162A*), Solute Carrier Family 2 Member 1 (*Slc2a1*)), receptors (*Gbe*, *Gys1*) and other signaling proteins (*Serpine1*, *Nos2*, Solute Carrier Family 2 Member 1 (*Slca1*), Selenium Binding Protein 1 (*Selenbp1*), Phosphofructokinase, Platelet (*Pfkp*), Endoplasmic Reticulum Oxidoreductase 1alpha (*Ero1l*), Prolyl 4-Hydroxylase Subunit alpha2 (*P4ha2*), Carbonic Anhydrase 12 (*Car12*), *Gys1*, *Fam162A*, and Glucosaminyl (N-Acetyl) Transferase 2 (*Gcnt2*)). Among them, *Serpine1*, which encodes for a member of the serine proteinase inhibitor superfamily, is interesting as it contributes to innate antiviral immunity, and its expression is influenced by HIF-1α as a result of stimulation of cellular migration and cell-adhesion markers expression. Both these mechanisms, if altered, might affect permeability, which appears defective in FCCM patients’ cell lines [41]. 

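The log2 fold changes of the 13 hypoxia genes of Table 3 in edgeR ranged from 0.87 for *Gcnt2* to 3.33 for *Selenbp1*, and the si*Pdcd10*-EC libraries lay above the siCNT-EC libraries for every one of them. *Selenbp1* (ENSMUSG00000068874, chromosome 3 from 94933056 to 94944758) was at 2.10 ± 0.813 CPM (SD, n = 3) in siCNT-EC and 23.0 ± 14.1 CPM (SD, n = 3) in si*Pdcd10*-EC, with an adjusted p of 0.369 from edgeR. *Ero1l* (ENSMUSG00000021831, chromosome 14 from 45283087 to 45318771) went from 155 ± 80.9 to 888 ± 432 CPM (SD, n = 3 each), a log2 fold change of 2.53 (standard error 0.50, adjusted p = 0.442 from edgeR). *Nos2* (ENSMUSG00000020826, chromosome 11 from 78920787 to 78960254) had 12.7 ± 6.33 CPM in siCNT-EC and 150 ± 94.4 CPM in si*Pdcd10*-EC (SD, n = 3 each), a log2 fold change of 3.50 (standard error 0.66, adjusted p = 0.396 from edgeR). With the experiment as a block, edgeR called *Selenbp1* and *Ero1l* (adjusted p = 0.0281 each) and *Nos2* (adjusted p = 0.0334). The remaining genes had log2 fold changes of 1.30 for *Hmox1*, 1.30 for *Id2*, 1.00 for *Fam162a*, 1.00 for *Slc2a1* and 0.99 for *Pfkp*.

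**Figure D4:**
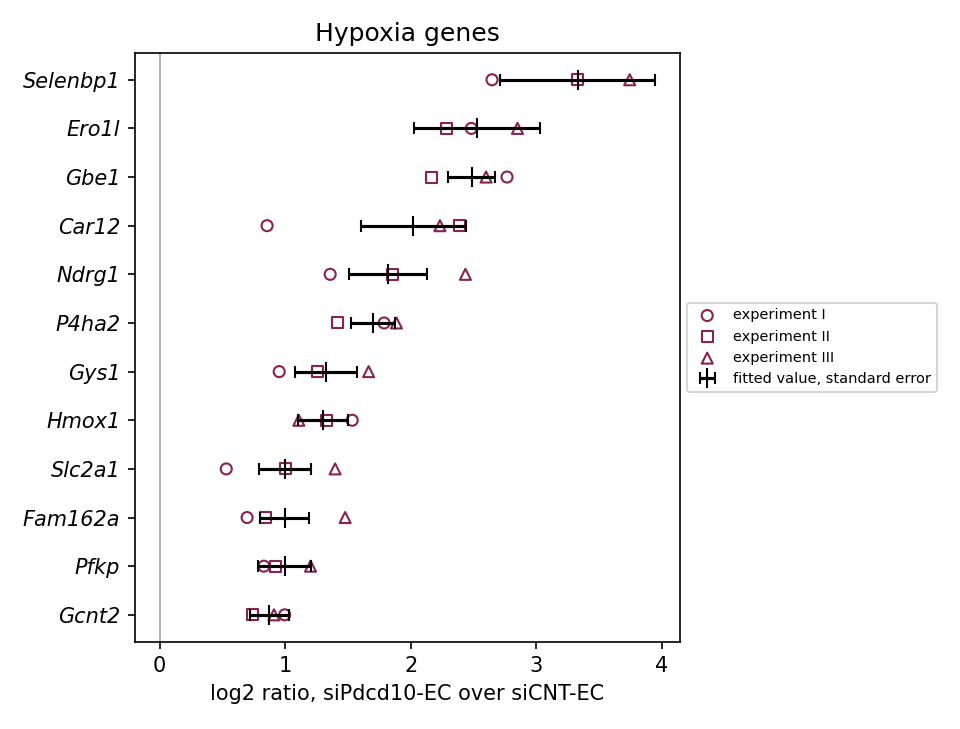
The log2 ratio of si*Pdcd10*-EC to siCNT-EC for 12 hypoxia genes of Table 3. Open symbols are the 3 experiments, the black mark and bar are the fold change fitted by edgeR with its standard error, and all values shown lie above 0.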

### 4.2. NOD2 Signaling

Our transcriptomic data also reported a significant transcriptional activation of *Nod2*-associated genes. NOD2/Nod2 is an intracellular pattern recognition receptor that stimulates the host immune response. A variety of extracellular stimuli can activate distinct signaling pathways that converge to initiate *NOD2/Nod2* expression. Specific cell wall components of bacteria and fungi can trigger the innate immune signaling cascade and then lead to *NOD2/Nod2* expression. Following activation, NOD2/Nod2 stimulates pro-inflammatory pathways such as NF-κB and MAPK signaling [42] and thereby contributes to host defence via the production of inflammatory cytokines, antimicrobial molecules [43] and mucins [44]. More specifically, NOD2/Nod2 acts as an immune sensor in the gut microbiota balance and the related microbiota–host interaction. Research into the role of the gut microbiome in modulating brain function has rapidly increased over the past 10 years. Increasing clinical and preclinical evidence implicates the microbiome as a possible key susceptibility factor for neurological disorders, such as Alzheimer’s disease, autism spectrum disorder, multiple sclerosis, Parkinson’s disease and stroke [45]. Interestingly, a recent study showed that CCM lesions arise from an excess of MEKK3 signaling downstream of TLR4 stimulation by the gut microbiome. This suggests the existence of a gut–brain disease axis in FCCM [46,47].

We demonstrated dysregulation of several genes which converge to NOD2/Nod2 signaling and include *Csfr2b*, *Ndrg1*, *Car12*, *Csf2rb2*, Semaphoring A7 (*SemaA7*), *Fam162A* and *Slc2a1* [48,49,50,51]. 

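*Csf2rb* (ENSMUSG00000071713) and *Csf2rb2* (ENSMUSG00000071714) are neighboring paralogs on chromosome 15, from 78325752 to 78353847 and from 78282507 to 78305721. Their expected counts were not whole in 5 libraries each, so reads may have been split between them and their separate values are uncertain. *Csf2rb* was at 0.307 ± 0.113 CPM (SD, n = 3) in siCNT-EC and 2.61 ± 0.365 CPM (SD, n = 3) in si*Pdcd10*-EC, a log2 fold change of 3.04 (standard error 0.42, adjusted p = 0.298 from edgeR). *Csf2rb2* had 0.241 ± 0.0450 and 1.26 ± 0.313 CPM (SD, n = 3 each), a log2 fold change of 2.48 (standard error 0.41, adjusted p = 0.298 from edgeR). *Car12* (ENSMUSG00000032373, chromosome 9 from 66713686 to 66766845) had 0.876 ± 0.276 and 3.28 ± 1.06 CPM (SD, n = 3 each). Its log2 fold change was 2.02 (standard error 0.42, adjusted p = 0.470 from edgeR). *Sema7a* (ENSMUSG00000038264, chromosome 9 from 57940112 to 57962865) rose from 5.21 ± 1.16 to 15.0 ± 3.04 CPM (SD, n = 3 each), a log2 fold change of 1.54 (standard error 0.27, adjusted p = 0.350 from edgeR). *Ndrg1* (ENSMUSG00000005125, chromosome 15 from 66929318 to 66969640) was the most abundant of the genes, with 317 ± 122 CPM in siCNT-EC and 1117 ± 99.6 CPM in si*Pdcd10*-EC (SD, n = 3 each). The change in *Ndrg1* was 1.82 on the log2 scale (standard error 0.31, adjusted p = 0.350 from edgeR).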

In light of the recent discoveries of a possible role of the microbiota in the pathogenesis of CCM, our preliminary findings could be interpreted as a link between CCM formation and altered gut-microbiota interactions via Nod2 pathway dysfunction in *PDCD10*-related FCCM.

### 4.3. Immunological Signatures

Human T cells, CD4^+^ T and CD8^+^ T cells coordinate adaptive immune responses and are essential for establishing protective immunity and maintaining immune homeostasis through the production of cytokines and effector molecules. CD4^+^ T cells secrete cytokines to recruit and activate other immune cells, while CD8^+^ T cells acquire cytotoxic functions to directly kill infected cells [52]. The CNS is recognized as immune-privileged. However, recent advances highlight interactions between the peripheral immune system and CNS in controlling infections and tissue homeostasis [53,54]. One study suggested the role of inflammation in the CCM pathogenesis by revealing a robust inflammatory cell infiltration in CCM [55]. In our work, DEG analysis identified genes involved in the immune and inflammation response, such as *Adam8*, *Gys1* and Elastin Microfibril Interfacer 2 (*Emilin2*). 

ADAM8 was described as a promoter of macrophage infiltration upon inflammation [56]. GYS1 might be a novel therapeutic strategy for chronic inflammatory arthritis since its expression deregulation was associated with chronic inflammation in patient cell lines [57]. Finally, EMILIN2 stimulates the production of a number of cytokines involved in angiogenesis and inflammation [58]. Overall, the significant overexpression of these genes in our study suggests a relationship between *Pdcd10* expression and the immune and inflammatory responses. These findings suggest that the immunological profile may be closely implicated in the CCM pathogenesis at least in *PDCD10*-related FCCM.

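*Adam8* (ENSMUSG00000025473, chromosome 7 from 139978932 to 139992562) was at 13.0 ± 6.73 CPM (SD, n = 3) in siCNT-EC and 81.0 ± 34.0 CPM (SD, n = 3) in si*Pdcd10*-EC. Its log2 fold change was 2.71 (standard error 0.46), with an adjusted p of 0.350 from edgeR and of 0.0356 from edgeR with the experiment as a block. *Gys1* (ENSMUSG00000003865, chromosome 7 from 45434844 to 45456619) had 131 ± 15.0 and 329 ± 90.4 CPM (SD, n = 3 each), a log2 fold change of 1.32 (standard error 0.25, adjusted p = 0.375 from edgeR). *Emilin2* (ENSMUSG00000024053, chromosome 17 from 71252172 to 71311978) had 12.4 ± 0.0617 CPM in siCNT-EC and 26.3 ± 3.28 CPM in si*Pdcd10*-EC (SD, n = 3 each), a log2 fold change of 1.08 (standard error 0.17, adjusted p = 0.298 from edgeR). In each of the 3 experiments, *Adam8*, *Gys1* and *Emilin2* were higher in si*Pdcd10*-EC. Adjusted over the list alone, 3 of the 3 passed, which is not independent evidence since the study chose them on these libraries, and 0 passed over all genes. From the higher expression of these genes after silencing, the paper proposes that *Pdcd10* expression is related to the immune and inflammatory responses.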

## 5. Conclusions

This work first confirmed previous studies showing gene expression alterations of oxidative stress, integrin-signaling, vesicle transportation, angiogenesis and vascular integrity in selected tissues of the *Pdcd10*-knockdown mouse model. Our findings reinforce the significance of these data and localize them in ECs, which are considered critical tissue for CMM formation. We also documented the involvement of novel pathways, including hypoxia, HIF-1α and Nod2 signaling, as well as immune response. Hopefully, these findings, if supported by further investigations and confirmed in other disease models, will contribute to the identification of a more personalized approach to disease prevention and treatment.

## Figures and Tables

**Figure 1:**
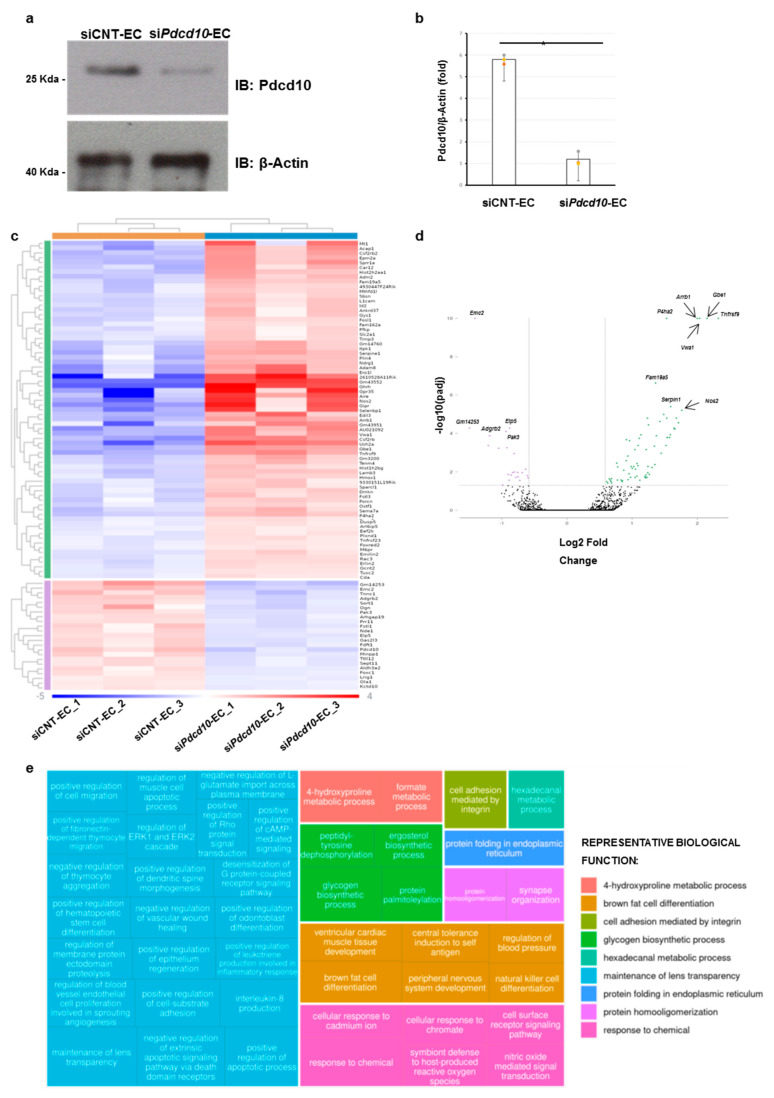
RNA-seq data. (**a**) Total lysates were obtained from si*Pdcd10*-ECs compared to siCNT-EC, separated on 10% SDS-gel and subjected to immunoblotting with indicated antibodies. (**b**) Relative levels of protein intensity related to Pdcd10/β-Actin was quantified by densitometry using Image J analysis software, and the mean of each quantification was reported in the graph. Graphs show averages calculated on three different biological experiments represented by three points (green, yellow and orange). Scale bars represent standard errors. Values are expressed as mean ± SEM (* *p* < 0.05, *n =* 3). (**c**) Heatmap of gene ontology enrichment analysis of functional differences between si*Pdcd10*-EC and siCNT-EC lines. The statistical significance in the heatmap was calculated and presented based on the -log10 false discovery rate (FDR) corrected *p*-values (blue indicates significant upregulated genes; red indicates significant downregulated genes). The colored scale bar below shows the color scaling with FDR values. The horizontal or vertical bars (violet, blue, orange and green) represented the different clusters of genes coming from a gene ontology analysis generated by Rosalind analysis. On the right-hand side of the Heatmap, a list of DEGs was reported. (**d**) Volcano plot showing the differentially expressed genes (violet points represent downregulated genes, green points represent upregulated genes, and the adjusted *p*-value threshold plotted on the Y-axis is 1.3). (**e**) Treemap representing over-represented biological functions, grouped into processes. Sizes of rectangles are proportional to the number of genes involved in a specific biological process. On the right of the Treemap, the more representative biological function for each cluster is indicated.

**Figure 2:**
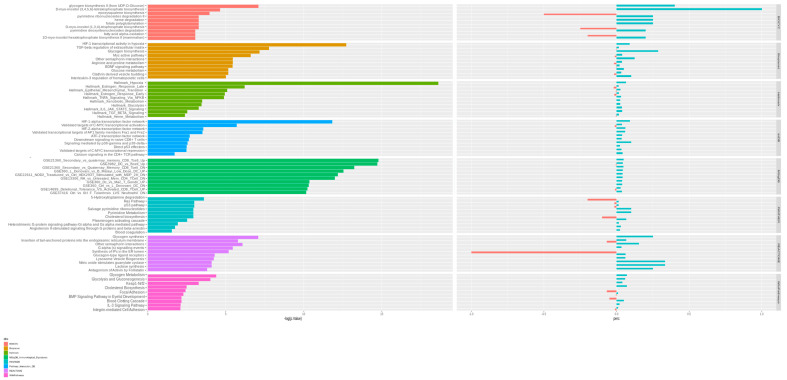
Enriched pathways. Bar plot (**left**) reporting the main significantly enriched biological processes extracted by different ReviGO databases, enrichment score > 3. Stacked bar plot (**right**) accounting for proportions of upregulated and downregulated genes for each biological process. The top 10 pathways by *p*-value were extracted from the main databases. For each pathway, the percentage of significant genes contained in the term was calculated.

**Figure 3:**
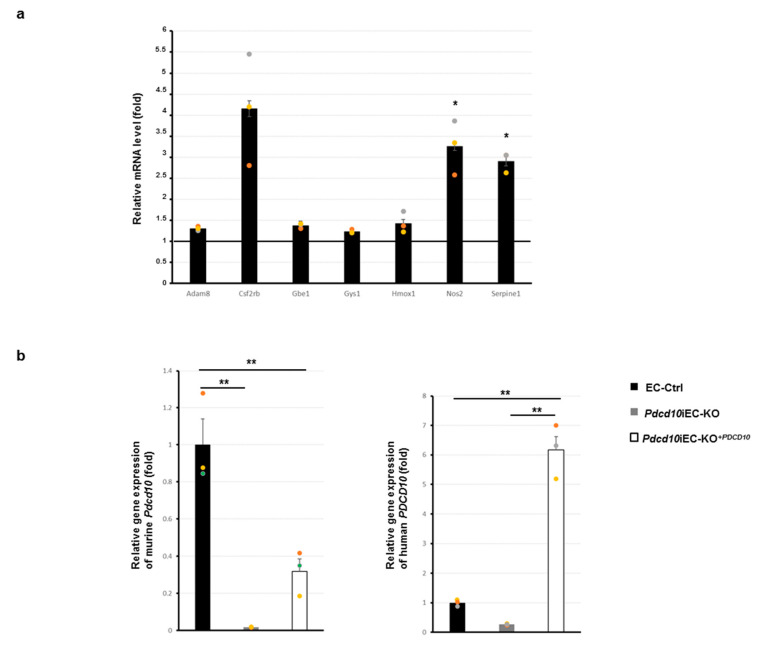

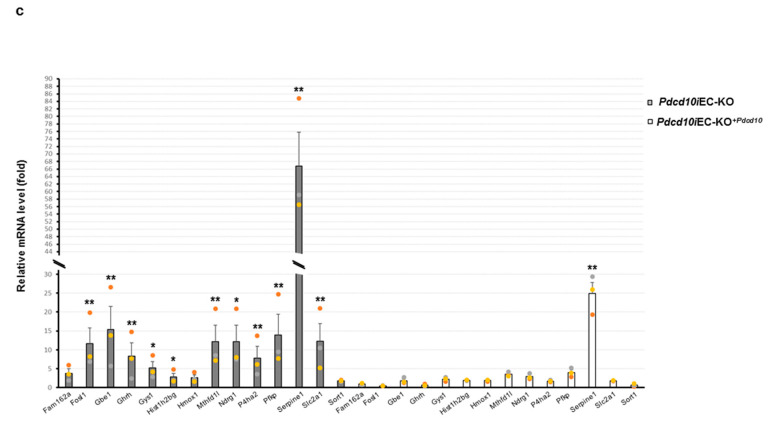
RNA-seq validation analysis. (**a**) Q-PCR results of a set of DEGs in siPdcd10-ECs and siCNT-EC. The fold change value relates to the mean expression levels of siCNT-EC, which were set as value 1. The mean expression levels of siCNT-EC derived from three biological replicates; each of these was run in three technical replicates. Graphs show averages calculated on three different biological experiments represented by three points (green, yellow and orange); each point characterized the mean of three technical replicates. Error bars represent standard errors. Values are expressed as mean +/− SEM (** *p* < 0.01, *n* = 3). (**b**) Q-PCR of Pdcd10 expression level of mouse (left) and human (right) gene results came from Pdcd10iEC-KO, EC-Ctrl, and Pdcd10iEC-KO^+Pdcd10^ cell lines. (**c**) Q-PCR of some DEGs came from Pdcd10iEC-KO, EC-Ctrl and Pdcd10iEC-KO^+Pdcd10^ lines were reported. Graphs show averages calculated on three different biological experiments represented by three points (green, yellow and orange); each point characterized the mean of three technical replicates. The fold change value relates to the mean expression levels of EC-Ctrl, which were set as value 1. The mean expression levels of EC-Ctrl derived from three biological replicates; each of these was run in three technical replicates. Values are expressed as mean +/− SEM (** *p* < 0.01, * *p* < 0.05, *n* = 3).

**Table 1:** Differential expressed genes (Log Fold Change < 0.05).

Symbol	GeneID	Description	Ensembl_gene_id	Log Fold Change	*p*-Value	p-Adj
*Tnfrsf9*	21942	tumor necrosis factor receptor superfamily_ member 9	ENSMUSG00000028965	2.323	2.1 × 10^−28^	6.9 × 10^−24^
*Gbe1*	74185	glucan (1_4-alpha-)_ branching enzyme 1	ENSMUSG00000022707	2.149	6.6 × 10^−27^	1.0 × 10^−22^
*Arrb1*	109689	arrestin_ beta 1	ENSMUSG00000018909	2.000	4.6 × 10^−21^	5.1 × 10^−17^
*P4ha2*	18452	procollagen-proline_ 2-oxoglutarate 4-dioxygenase (proline 4-hydroxylase)_ alpha II polypeptide	ENSMUSG00000018906	1.529	1.8 × 10^−17^	1.5 × 10^−13^
*Vwa1*	246228	von Willebrand factor A domain containing 1	ENSMUSG00000042116	2.035	3.4 × 10^−16^	2.2 × 10^−12^
*Emc2*	66736	ER membrane protein complex subunit 2	ENSMUSG00000022337	−1.413	4.9 × 10^−16^	2.6 × 10^−12^
*Fam19a5*	106014	family with sequence similarity 19_ member A5	ENSMUSG00000054863	1.360	5.0 × 10^−11^	2.3 × 10^−7^
*Epm2a*	13853	epilepsy_ progressive myoclonic epilepsy_ type 2 gene alpha	ENSMUSG00000055493	1.590	9.7 × 10^−10^	4.0 × 10^−6^
*Csf2rb*	12983	colony stimulating factor 2 receptor_ beta_ low-affinity (granulocyte-macrophage)	ENSMUSG00000071713	1.763	1.7 × 10^−9^	6.2 × 10^−6^
*Hist2h2aa1*	15267	histone cluster 2_ H2aa1	ENSMUSG00000064220	1.484	3.1 × 10^−9^	1.0 × 10^−5^
*Lamb3*	16780	laminin_ beta 3	ENSMUSG00000026639	1.236	5.8 × 10^−9^	1.6 × 10^−5^
*Serpine1*	18787	serine (or cysteine) peptidase inhibitor_ clade E_ member 1	ENSMUSG00000037411	1.530	5.4 × 10^−9^	1.6 × 10^−5^
*Adam8*	11501	a disintegrin and metallopeptidase domain 8	ENSMUSG00000025473	1.679	6.3 × 10^−9^	1.6 × 10^−5^
*Ndrg1*	17988	N-myc downstream regulated gene 1	ENSMUSG00000005125	1.425	1.0 × 10^−8^	2.3 × 10^−5^
*Gipr*	381853	gastric inhibitory polypeptide receptor	ENSMUSG00000030406	1.711	1.2 × 10^−8^	2.8 × 10^−5^
*Tenm4*	23966	teneurin transmembrane protein 4	ENSMUSG00000048078	1.251	1.7 × 10^−8^	3.6 × 10^−5^
*Elp5*	54351	elongator acetyltransferase complex subunit 5	ENSMUSG00000018565	−0.881	3.0 × 10^−8^	5.3 × 10^−5^
*Ghrh*	14601	growth hormone releasing hormone	ENSMUSG00000027643	1.642	2.8 × 10^−8^	5.3 × 10^−5^
*Gm14253*	628707	programmed cell death 10 pseudogene	ENSMUSG00000082321	−1.498	3.0 × 10^−8^	5.3 × 10^−5^
*Nos2*	18126	nitric oxide synthase 2_ inducible	ENSMUSG00000020826	1.655	3.8 × 10^−8^	5.9 × 10^−5^
*Selenbp1*	20341	selenium binding protein 1	ENSMUSG00000068874	1.655	3.7 × 10^−8^	5.9 × 10^−5^
*Pak3*	18481	p21 protein (Cdc42/Rac)-activated kinase 3	ENSMUSG00000031284	−0.937	5.3 × 10^−8^	7.9 × 10^−5^
*Fstl3*	83554	follistatin-like 3	ENSMUSG00000020325	1.134	8.3 × 10^−8^	1.1 × 10^−4^
*Gm43552*	NULL	predicted gene 43552	ENSMUSG00000105835	1.585	8.4 × 10^−8^	1.1 × 10^−4^
*Pdcd10*	56426	programmed cell death 10	ENSMUSG00000027835	−1.188	1.0 × 10^−7^	1.3 × 10^−4^
*Itpk1*	217837	inositol 1_3_4-triphosphate 5/6 kinase	ENSMUSG00000057963	1.372	9.9 × 10^−8^	1.3 × 10^−4^
*Ero1l*	50527	ERO1-like (S. cerevisiae)	ENSMUSG00000021831	1.543	1.3 × 10^−7^	1.5 × 10^−4^
*Edil3*	13612	EGF-like repeats and discoidin I-like domains 3	ENSMUSG00000034488	1.537	1.4 × 10^−7^	1.6 × 10^−4^
*AU021092*	239691	expressed sequence AU021092	ENSMUSG00000051669	1.576	1.4 × 10^−7^	1.6 × 10^−4^
*Hmox1*	15368	heme oxygenase 1	ENSMUSG00000005413	1.109	1.6 × 10^−7^	1.7 × 10^−4^
*Erlin2*	244373	ER lipid raft associated 2	ENSMUSG00000031483	0.912	1.9 × 10^−7^	2.0 × 10^−4^
*Emilin2*	246707	elastin microfibril interfacer 2	ENSMUSG00000024053	0.960	2.3 × 10^−7^	2.3 × 10^−4^
*Aire*	11634	autoimmune regulator (autoimmune polyendocrinopathy candidiasis ectodermal dystrophy)	ENSMUSG00000000731	1.520	4.4 × 10^−7^	4.1 × 10^−4^
*Id2*	15902	inhibitor of DNA binding 2	ENSMUSG00000020644	1.091	4.2 × 10^−7^	4.1 × 10^−4^
*Tnnc1*	21924	troponin C_ cardiac/slow skeletal	ENSMUSG00000091898	−1.209	4.3 × 10^−7^	4.1 × 10^−4^
*Adm2*	223780	adrenomedullin 2	ENSMUSG00000054136	1.341	4.9 × 10^−7^	4.5 × 10^−4^
*Gas2l3*	237436	growth arrest-specific 2 like 3	ENSMUSG00000074802	−0.923	6.1 × 10^−7^	5.4 × 10^−4^
*Adgrb2*	230775	adhesion G protein-coupled receptor B2	ENSMUSG00000028782	−1.050	6.8 × 10^−7^	5.8 × 10^−4^
*Sema7a*	20361	sema domain_ immunoglobulin domain (Ig)_ and GPI membrane anchor_ (semaphorin) 7A	ENSMUSG00000038264	1.215	8.4 × 10^−7^	6.9 × 10^−4^
*Sbsn*	282619	suprabasin	ENSMUSG00000046056	1.041	8.4 × 10^−7^	6.9 × 10^−4^
*Ush2a*	22283	Usher syndrome 2A (autosomal recessive_ mild)	ENSMUSG00000026609	1.447	1.3 × 10^−6^	1.0 × 10^−3^
*Prr11*	270906	proline rich 11	ENSMUSG00000020493	−0.812	1.4 × 10^−6^	1.1 × 10^−3^
*Ostf1*	20409	osteoclast stimulating factor 1	ENSMUSG00000024725	0.933	1.9 × 10^−6^	1.5 × 10^−3^
*Timp3*	21859	tissue inhibitor of metalloproteinase 3	ENSMUSG00000020044	0.909	3.5 × 10^−6^	2.6 × 10^−3^
*Tnfrsf23*	79201	tumor necrosis factor receptor superfamily_ member 23	ENSMUSG00000037613	0.764	4.7 × 10^−6^	3.4 × 10^−3^
*Gys1*	14936	glycogen synthase 1_ muscle	ENSMUSG00000003865	1.075	5.1 × 10^−6^	3.6 × 10^−3^
*Sprr1a*	20753	small proline-rich protein 1A	ENSMUSG00000050359	1.348	5.9 × 10^−6^	4.1 × 10^−3^
*Dmkn*	73712	dermokine	ENSMUSG00000060962	1.088	6.8 × 10^−6^	4.7 × 10^−3^
*Plin4*	57435	perilipin 4	ENSMUSG00000002831	1.242	7.8 × 10^−6^	5.2 × 10^−3^
*Sparcl1*	13602	SPARC-like 1	ENSMUSG00000029309	1.025	8.1 × 10^−6^	5.2 × 10^−3^
*Mthfd1l*	270685	methylenetetrahydrofolate dehydrogenase (NADP+ dependent) 1-like	ENSMUSG00000040675	0.984	8.2 × 10^−6^	5.2 × 10^−3^
*Gcnt2*	14538	glucosaminyl (N-acetyl) transferase 2_ I-branching enzyme	ENSMUSG00000021360	0.778	8.7 × 10^−6^	5.5 × 10^−3^
*Acap1*	216859	ArfGAP with coiled-coil_ ankyrin repeat and PH domains 1	ENSMUSG00000001588	1.306	9.5 × 10^−6^	5.9 × 10^−3^
*Hist1h2bg*	319181	histone cluster 1_ H2bg	ENSMUSG00000058385	1.002	1.0 × 10^−5^	6.5 × 10^−3^
*Kctd10*	330171	potassium channel tetramerisation domain containing 10	ENSMUSG00000001098	−0.635	1.2 × 10^−5^	7.2 × 10^−3^
*Porcn*	53627	porcupine homolog (Drosophila)	ENSMUSG00000031169	1.051	1.2 × 10^−5^	7.2 × 10^−3^
*Fam162a*	70186	family with sequence similarity 162_ member A	ENSMUSG00000003955	0.872	1.4 × 10^−5^	8.2 × 10^−3^
*Arhgap19*	71085	Rho GTPase activating protein 19	ENSMUSG00000025154	−0.806	1.8 × 10^−5^	1.0 × 10^−2^
*Sept11*	52398	septin 11	ENSMUSG00000058013	−0.757	1.9 × 10^−5^	1.0 × 10^−2^
*Fdft1*	14137	farnesyl diphosphate farnesyl transferase 1	ENSMUSG00000021273	−0.834	1.9 × 10^−5^	1.0 × 10^−2^
*Foxc1*	17300	forkhead box C1	ENSMUSG00000050295	−0.687	2.0 × 10^−5^	1.1 × 10^−2^
*Car12*	76459	carbonic anyhydrase 12	ENSMUSG00000032373	1.240	2.0 × 10^−5^	1.1 × 10^−2^
*Fosl1*	14283	fos-like antigen 1	ENSMUSG00000024912	0.952	2.4 × 10^−5^	1.2 × 10^−2^
*Fstl1*	14314	follistatin-like 1	ENSMUSG00000022816	−0.903	2.6 × 10^−5^	1.3 × 10^−2^
*Mt1*	17748	metallothionein 1	ENSMUSG00000031765	1.264	2.6 × 10^−5^	1.3 × 10^−2^
*2610528A11Rik*	70045	RIKEN cDNA 2610528A11 gene	ENSMUSG00000096001	1.210	2.9 × 10^−5^	1.4 × 10^−2^
*Minpp1*	17330	multiple inositol polyphosphate histidine phosphatase 1	ENSMUSG00000024896	−0.857	2.9 × 10^−5^	1.4 × 10^−2^
*Lrig1*	16206	leucine-rich repeats and immunoglobulin-like domains 1	ENSMUSG00000030029	−0.607	3.2 × 10^−5^	1.5 × 10^−2^
*L1cam*	16728	L1 cell adhesion molecule	ENSMUSG00000031391	1.072	3.4 × 10^−5^	1.6 × 10^−2^
*Ttll12*	223723	tubulin tyrosine ligase-like family_ member 12	ENSMUSG00000016757	−0.752	3.9 × 10^−5^	1.8 × 10^−2^
*Gpr35*	64095	G protein-coupled receptor 35	ENSMUSG00000026271	1.193	3.8 × 10^−5^	1.8 × 10^−2^
*Gm14760*	654474	glyceraldehyde-3-phosphate dehydrogenase pseudogene	ENSMUSG00000081221	1.204	3.9 × 10^−5^	1.8 × 10^−2^
*Nde1*	67203	nuclear distribution gene E homolog 1 (A nidulans)	ENSMUSG00000022678	−0.786	4.3 × 10^−5^	1.9 × 10^−2^
*4930447F24Rik*	76873	RIKEN cDNA 4930447F24 gene	ENSMUSG00000102224	0.976	4.2 × 10^−5^	1.9 × 10^−2^
*Csf2rb2*	12984	colony stimulating factor 2 receptor_ beta 2_ low-affinity (granulocyte-macrophage)	ENSMUSG00000071714	1.227	4.4 × 10^−5^	1.9 × 10^−2^
*Ankrd37*	654824	ankyrin repeat domain 37	ENSMUSG00000050914	1.045	4.5 × 10^−5^	1.9 × 10^−2^
*Ola1*	67059	Obg-like ATPase 1	ENSMUSG00000027108	−0.598	4.8 × 10^−5^	2.0 × 10^−2^
*Gm43951*	NULL	predicted gene_ 43951	ENSMUSG00000107877	1.208	4.8 × 10^−5^	2.0 × 10^−2^
*Plxnd1*	67784	plexin D1	ENSMUSG00000030123	0.683	5.3 × 10^−5^	2.2 × 10^−2^
*Foxred2*	239554	FAD-dependent oxidoreductase domain containing 2	ENSMUSG00000016552	0.650	5.6 × 10^−5^	2.3 × 10^−2^
*9330151L19Rik*	414085	RIKEN cDNA 9330151L19 gene	ENSMUSG00000097061	0.937	6.3 × 10^−5^	2.5 × 10^−2^
*Rac3*	170758	RAS-related C3 botulinum substrate 3	ENSMUSG00000018012	0.831	6.7 × 10^−5^	2.6 × 10^−2^
*Dusp5*	240672	dual specificity phosphatase 5	ENSMUSG00000034765	0.773	6.7 × 10^−5^	2.6 × 10^−2^
*Arl6ip5*	65106	ADP-ribosylation factor-like 6 interacting protein 5	ENSMUSG00000035199	0.665	6.9 × 10^−5^	2.7 × 10^−2^
*Sort1*	20661	sortilin 1	ENSMUSG00000068747	−0.887	7.1 × 10^−5^	2.7 × 10^−2^
*Gm3200*	100041204	glyceraldehyde-3-phosphate dehydrogenase pseudogene	ENSMUSG00000097388	1.118	7.1 × 10^−5^	2.7 × 10^−2^
*Aldh3a2*	11671	aldehyde dehydrogenase family 3_ subfamily A2	ENSMUSG00000010025	−0.725	7.3 × 10^−5^	2.7 × 10^−2^
*Slc2a1*	20525	solute carrier family 2 (facilitated glucose transporter)_ member 1	ENSMUSG00000028645	0.851	7.7 × 10^−5^	2.8 × 10^−2^
*Tusc2*	80385	tumor suppressor candidate 2	ENSMUSG00000010054	0.675	8.5 × 10^−5^	3.1 × 10^−2^
*M6pr*	17113	mannose-6-phosphate receptor_ cation dependent	ENSMUSG00000007458	0.610	8.9 × 10^−5^	3.2 × 10^−2^
*Pfkp*	56421	phosphofructokinase_ platelet	ENSMUSG00000021196	0.844	8.9 × 10^−5^	3.2 × 10^−2^
*Cda*	72269	cytidine deaminase	ENSMUSG00000028755	0.684	1.0 × 10^−4^	3.8 × 10^−2^
*Eef2k*	13631	eukaryotic elongation factor-2 kinase	ENSMUSG00000035064	0.624	1.0 × 10^−4^	3.8 × 10^−2^
*Ogn*	18295	osteoglycin	ENSMUSG00000021390	−0.989	1.4 × 10^−4^	4.9 × 10^−2^

**Table 2:** Enriched significant pathways (FDR-adjusted *p*-Value ≤ 0.05). FOOTNOTE: N.: number.

Term Name	*p*-Value	FDR-Adjusted *p*-Value	N. of Genes that Are Also in This Filter or Cluster	N. of Upregulated Genes	N. of Downregulated Genes
HYPOXIA	8.2 × 10^−9^	3.0 × 10^−7^	13	13	0
HIF-1-α transcription factor network	7.4 × 10^−6^	0.00020	6	6	0
GSE21360_SECONDARY_VS_QUATERNARY_MEMORY_CD8_TCELL_UP	3.8 × 10^−7^	0.00071	9	9	0
GSE3982_DC_VS_BCELL_UP	4.1 × 10^−7^	0.00071	9	8	1
GSE21360_SECONDARY_VS_QUATERNARY_MEMORY_CD8_TCELL_DN	1.8 × 10^−6^	0.00208	8	8	0
GSE22611_NOD2_TRANSDUCED_VS_CTRL_HEK293T_STIMULATED_WITH_MDP_2H_DN	5.1 × 10^−6^	0.00352	8	8	0
GSE37416_CTRL_VS_6H_F_TULARENSIS_LVS_NEUTROPHIL_DN	3.9 × 10^−5^	0.01260	7	7	0
GSE360_CTRL_VS_L_DONOVANI_DC_DN	3.3 × 10^−5^	0.01260	7	7	0
GSE15930_NAIVE_VS_72H_IN_VITRO_STIM_IL12_CD8_TCELL_DN	6.4 × 10^−5^	0.01271	7	5	2
Glycogen biosynthesis II (from UDP-D-Glucose)	0.00083	0.01995	2	2	0
ESTROGEN_RESPONSE_LATE	0.00201	0.03626	7	3	4
GSE25677_MPL_VS_R848_STIM_BCELL_UP	0.00031	0.04286	6	6	0
GSE36078_UNTREATED_VS_AD5_INF_MOUSE_LUNG_DC_UP	0.00043	0.04286	6	5	1
GSE43955_1H_VS_42H_ACT_CD4_TCELL_WITH_TGFB_IL6_DN	0.00044	0.04286	6	6	0
GSE17721_CpG_VS_GARDIQUIMOD_1H_BMDC_UP	0.00042	0.04286	6	4	2
GSE3982_MAC_VS_BCELL_UP	0.00039	0.04286	6	6	0
GSE17301_CTRL_VS_48H_ACD3_ACD28_IFNA2_STIM_CD8_TCELL_UP	0.00040	0.04286	6	4	2
EPITHELIAL_MESENCHYMAL_TRANSITION	0.00620	0.05306	6	5	1
ESTROGEN_RESPONSE_EARLY	0.00722	0.05306	6	3	3
TNFA_SIGNALING_VIA_NFKB	0.00758	0.05306	6	6	0

**Table 3:** List of significant genes associated with Hypoxia and HFI-1 pathways.

Pathway	Gene	Description	Aliases
**Hypoxia**	*Gbe1*	glucan (1,4-alpha), branching enzyme 1	2310045H19RIK, 2810426P10RIK, D16ERTD536E
	*Serpine1*	serine (or cysteine) peptidase inhibitor, clade E, member 1	PAI-1, PAI1, PLANH1
	*Car12*	carbonic anhydrase 12	2310047E01RIK, AI314958, CA-XII, CA12
	*Fam162a*	family with sequence similarity 162, member A	2310056P07RIK, HGTD-P
	*Gcnt2*	glucosaminyl (N-acetyl) transferase 2, I-branching enzyme	5330430K10RIK, IGNT, IGNTA, IGNTB, IGNTC
	*Selenbp1*	selenium binding protein 1	LP56, LPSB, SBP56
	*P4ha2*	procollagen-proline, 2-oxoglutarate 4-dioxygenase (proline 4-hydroxylase), alphaII polypeptide	AA407196, C76437, P4HL
	*Hmox1*	heme oxygenase 1	D8WSU38E, HO-1, HO1, HEMOX, HMOX, HSP32
	*Slc2a1*	solute carrier family 2 (facilitated glucose transporter), member 1	GLUT-1, GLUT1
	*Ero1l*	ERO1-like (S. cerevisiae)	ERO1-L
	*Ndrg1*	N-myc downstream-regulated gene 1	CAP43, CMT4D, DRG1, HMSNL, NMSL, NDR1, NDRL, PROXY1, RTP, TDD5
	*Gys1*	glycogen synthase 1, muscle	GYS3, MGS
	*Pfkp*	phosphofructokinase, platelet	1200015H23RIK, 9330125N24RIK, ATP-PFK, PFK-C, PFK-P
**HIF-1-alpha**	*Nos2*	nitric oxide synthase 2, inducible	MAC-NOS, NOS-II, NOS-2, NOS2A, I-NOS, INOS
	*Hmox1*	heme oxygenase 1	D8WSU38E, HO-1, HO1, HEMOX, HMOX, HSP32
	*Serpine1*	serine (or cysteine) peptidase inhibitor, clade E, member 1	PAI-1, PAI1, PLANH1
	*Id2*	inhibitor of DNA binding 2	AI255428, C78922, IDB2, BHLHB26
	*Ndrg1*	N-myc downstream-regulated gene 1	CAP43, CMT4D, DRG1, HMSNL, NMSL, NDR1, NDRL, PROXY1, RTP, TDD5
	*Slc2a1*	solute carrier family 2 (facilitated glucose transporter), member 1	GLUT-1, GLUT1

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes13060961/s1, Figure S1: immunofluorescence analyses of PECAM 1 protein; Table S1: sequences of mouse primers used in this study for qRT-PCR study; Table S2: all differential expressed genes; Table S2: biological process annotation clustering by different databases.

# Supplementary material for: Transcriptome Analysis Reveals Altered Expression of Genes Involved in Hypoxia, Inflammation and Immune Regulation in Pdcd10-Depleted Mouse Endothelial Cells
**Source:** Genes (Basel). 2022 May 27;13(6):961. doi: 10.3390/genes13060961
**Supplement:** Supplementary file 1

**Table S1.** Sequences of mouse primers used in this study for qRT-PCR study.

| Gene Name        | Ensembl Gene ID           | Primer pair                           |
|------------------|---------------------------|---------------------------------------|
| <i>Adam8</i>     | <b>ENSMUSG00000025473</b> | mAdam8-RT-F: GGTATTGCAGGGCACCAAGT     |
|                  |                           | mAdam8-RT-R: CCTGGCAGCTTCCATCCAT      |
| <i>Csf2rb</i>    | <b>ENSMUSG00000071713</b> | mCsf2rb-RT-F: TTTCCTTTGGGCTCTTCTATCG  |
|                  |                           | mCsf2rb-RT-R: CACCACCGGAGAGCATTCT     |
| <i>Fam162a</i>   | <b>ENSMUSG00000003955</b> | mFam162a-RT-F: TGCACCAAGCCACAGGAAA    |
|                  |                           | mFam162a-RT-R: GGCACCCCGTGTCTGTAAGA   |
| <i>Fosl1</i>     | <b>ENSMUSG00000024912</b> | mFosl1-RT-F: CCGAAGAAAGGAGCTGACAGA    |
|                  |                           | mFosl1-RT-R: CGATTTCTCATCCTCCAATTTGT  |
| <i>Gbe1</i>      | <b>ENSMUSG00000022707</b> | mGbe1-RT-F: CCTTCGCCGCGGACTT          |
|                  |                           | mGbe1-RT-R: AATGTTCATGCAAAACCTGGCTAA  |
| <i>Ghrh</i>      | <b>ENSMUSG00000027643</b> | mGhrh-RT-F: GCTGTATGCCCGGAAAGTGA      |
|                  |                           | mGhrh-RT-R: TGGATCCTCTCCCCTTGCT       |
| <i>Gys1</i>      | <b>ENSMUSG00000003865</b> | mGys1-RT_F: AGAGAGCCATCTTTGCCACTCA    |
|                  |                           | mGys1-RT_R: GCATGTTGTGGGTGCACACT      |
| <i>Hist1h2bg</i> | <b>ENSMUST00000079251</b> | mHist1h2bg-RT-F: CACCGGCATCTCTCCAA    |
|                  |                           | mHist1h2bg-RT-R: CGCTCGAAGATGTCGTTAC  |
| <i>Hmox1</i>     | <b>ENSMUSG00000005413</b> | mHmox1-RT-F: CAGGTGTCCAGAGAAGGCTTTAA  |
|                  |                           | mHmox1-RT-R: CAGGGCCGTGTAGATATGGTACA  |
| <i>Mthfd1l</i>   | <b>ENSMUSG00000040675</b> | mMthfd1l-RT-F: GCCCCCCGGGATGGA        |
|                  |                           | mMthfd1l-RT-R: AGCTCAGCACTTCTTGGAATT  |
| <i>Ndr1</i>      | <b>ENSMUSG00000005125</b> | mNdr1-RT-F : GCTTGCTGAGGCCTTCAAGT     |
|                  |                           | mNdr1-RT-R: TGCTGGCAGAAGGCATGTATC     |
| <i>Nos2</i>      | <b>ENSMUSG00000020826</b> | mNos2-RT-F : CCCC GCAGCTCCTCACT       |
|                  |                           | mNos2-RT-R: TGCAGCTTGTCCAGGGATTC      |
| <i>P4ha2</i>     | <b>ENSMUSG00000018906</b> | mP4ha2-RT-F: CTGGGTGCAGGCAGAATTCT     |
|                  |                           | mP4ha2-RT-R TGCGTAAATCAGATCGGTCATG    |
| <i>Pf1p</i>      | <b>ENSMUSG00000021196</b> | mPf1p-RT_F: ATGGGACTGTGTCTCCAGCAT     |
|                  |                           | mPf1p-RT_R: CGCGCACTACCGATGATG        |
| <i>Serpine1</i>  | <b>ENSMUSG00000037411</b> | mSerpine1-RT-F: GCCCCGCCTCCTCATC      |
|                  |                           | mSerpine1-RT-R: GCCCTCTGAGGTCCACTTCA  |
| <i>Slc2a1</i>    | <b>ENSMUSG00000028645</b> | mSlc2a1-RT-F : CGCCCCCAGAAGGTTAT      |
|                  |                           | mSlc2a1-RT-R : TCCGTAGCGGTGGTTCCAT    |
| <i>Sort1</i>     | <b>ENSMUSG00000068747</b> | mSort1-RT-F: CCGCCTCCCGGACTTC         |
|                  |                           | mSort1-RT-R: AAAGACATGCTGGTGC GTATTGT |

How the deposited data were processed for this re-analysis (not part of the article)

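Poly-A RNA of an immortalized mouse aortic EC line was sequenced in 6 libraries, 3 titled as silenced for *Pdcd10* (siPdcd10-EC) and 3 titled as control (siCNT-EC), in experiments I, II and III with 1 library of each group. The condition and the source name in the labels assign the groups the other way around. The titles were used, and the groups from the condition labels were run as an alternative.

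For each library the authors deposited the expected count of each gene, an estimate of its reads that was not normalized, and the TPM, which the authors scaled by effective gene length and to a fixed sum per library. The authors also deposited the FPKM, scaled per kilobase of effective length and by the reads of the library, which was not used here. The tables have the column layout of RSEM. The paper's methods name a proprietary pipeline (v1.0) with alignment and counting steps for RNA-seq data, STAR for alignments used in quality control, and Kallisto for transcript abundance. Which program counted the deposited values, its genome build and its annotation are not given in the sources used here. The TPM was used only to check the unit. The deposited values include alignment, counting and any filter on reads that the authors applied, and these steps were not repeated.

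The totals of the expected counts, gene lengths and shares of mitochondrial transcripts were computed for each library. The lowest total was 3864552, in siCNT-EC of experiment I, and the other 5 libraries lay between 36211007 and 41355817. Gene length minus effective length was 75 in every library, which corresponds to reads of 76 bases, while the paper states reads of 50 bp. At the lowest total, 1 count corresponds to a larger CPM than in the other libraries, so low genes of that library are measured with less precision. For a gene with 0 counts in a group, a floor of 3 counts over the group was used. It covers counting error only, since reads without molecular identifiers are not independent molecules.

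Expected counts were rounded to whole numbers. Of 55385 identifiers, 54487 matched the GENCODE M21 annotation of GRCm38 with their version number, 55144 matched without it, and 241 did not match. Gene symbols and positions were taken from that annotation, and genes of Table 1 were matched on the Ensembl identifier. A symbol shared by several identifiers was assigned to the one with the highest mean count. The comparison of siPdcd10-EC with siCNT-EC used edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM factors, a robust quasi-likelihood fit (glmQLFit, glmQLFTest) and Benjamini-Hochberg adjustment over 16656 genes. DEGs had an adjusted p below 0.05 and a change of at least 1.5-fold. Standard errors were derived from the F statistic. CPM values use the TMM factors, and log2 CPM used a prior count of 2. The titles place 1 library of each group in each experiment, but the paper's methods name no pairing. The experiment was therefore not a factor in the comparison, whose p-values include the spread between experiments. A model with the experiment as a block was an alternative. The paper names DESeq2 with an adjusted p below 0.05 for its DEGs, and gives no version and no other settings.

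The use of the experiment as a block was checked on the deviations of log2 CPM from the mean of each group. Across genes, the deviations of siCNT-EC and siPdcd10-EC of the same experiment had correlations of 0.56, 0.48 and 0.44 for experiments I, II and III. The difference between experiments II and III had a correlation of -0.03 between the groups. The chi-square per degree of freedom between libraries of one group, over genes with at least 20 counts, was 3.71 for siPdcd10-EC and 16.6 for siCNT-EC of experiments II and III. Between experiment I and experiments II and III it was larger, with 241 and 226 for siPdcd10-EC and 74.3 and 84.1 for siCNT-EC. This measure grows with depth, and siCNT-EC of experiment I had the lowest total. The smaller values of siCNT-EC therefore do not mean that its libraries were closer to each other.

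Alternatives were the size factors of DESeq2, total counts without TMM, no filter on low counts, a mean count of at least 50, DESeq2 1.42.0 with default settings, DESeq2 with a normal prior on fold changes (betaPrior) and no independent filtering, limma-voom (limma 3.58.1), no threshold on the fold change, the experiment as a block, the groups from the condition labels, and each library left out in turn. The setting with the prior was chosen from the ratio of adjusted to unadjusted p in Table 1, before the deposited values were read. Added after the data were seen were experiments II and III only, DESeq2 with the experiment as a block, and all libraries thinned at random to the lowest total.

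Gene lists were tested with camera in limma on voom values, with a preset correlation of 0.01 and adjustment over 7 lists. The lists covered HIF targets outside Table 1, the KLF2 and KLF4 endothelial program, interferon response, endothelial identity, mesenchymal genes, mitosis and sterol synthesis, and were fixed before the deposited values were read. As alternatives, fry replaced camera, the correlation was estimated, and fry was run with the experiment as a block, the last of these added later. For the genes the paper gives for hypoxia, HIF-1 and NOD2, the median was placed among 10000 random lists matched on mean expression. To examine GC content and transcript length, a loess trend was removed from the signed z values before the list tests. For each 7-base word, genes with and without it in the 3' UTR or the transcript were compared by a rank-sum z in Python 3.11.15 with NumPy 2.4.6. The comparisons were repeated over the 10 splits of the 6 libraries into 3 and 3.

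Genes named in the text were chosen by a rule set before the deposited values were read, although the values of Table 1 had been seen. They are *Pdcd10*, its pseudogene, *Krit1* and *Ccm2*, the genes that the paper names as DEGs in its results and discussion, in Table 3 or as Q-PCR targets, and the Q-PCR reference genes. The rule also covers the 5 DEGs of each direction with the smallest adjusted p and no overlap between the groups, members of the lists that are DEGs, genes of Table 1 with another sign or no test, and *Klf2*, *Klf4*, *Vegfa* and *Pecam1*. Not every gene under the rule is reported singly. Any other gene named was chosen after its values were seen.

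The scripts were tested on simulated data with 16656 genes, of which 200 well-expressed genes were changed 4-fold in siPdcd10-EC against siCNT-EC, as many up as down. With the spread of the real libraries when the experiment is ignored, edgeR recovered 155 of the 200 with 9 false calls, limma-voom 150 with 8, DESeq2 186 with 61, and DESeq2 with the prior 185 with 52. With the smaller spread that remains when the experiment is in the model, edgeR recovered 198 with 15 false calls and DESeq2 199 with 29. Camera called a simulated list of 20 genes raised 2-fold and gave an unadjusted p below 0.05 for 3 of 100 unchanged lists. These genes were simulated independently, with the smaller spread and no experiment effect. The 3 of 100 therefore do not give the error of camera for genes that vary together. In the real libraries, a split other than the real one gave an unadjusted p of 1.7e-12 from camera for interferon response. The search for 7-base words found a word planted in shuffled fold changes of 12898 genes.

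The Western blot and Q-PCR experiments, the knockout cells and the enrichment analyses of the paper were not analysed here. The supplementary tables were used only in the part that could be read.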

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

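The lists of genes below were fixed before the data were examined, as were the alternatives unless stated otherwise. The tests chosen only after their result was seen are fry with the experiment as a block and the use of experiments II and III only, while all others in this part were set before their result was seen. The paper reports on none of these lists as such, although hypoxia and endothelial-to-mesenchymal transition are among the pathways it gives as enriched. What drew attention to each list is a difference between si*Pdcd10*-EC and siCNT-EC in genes outside those the paper discusses.

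HIF targets outside Table 1 were higher in si*Pdcd10*-EC (adjusted p = 2.9e-07 from camera in limma, over 7 lists), with a median log2 fold change of 0.58. Of 22 genes tested, 19 had a higher fitted value, and 16 were higher in all 3 experiments, whose medians were 0.30, 0.53 and 0.84. Against the list's direction, *Pfkfb3* and *Pfkfb4* were lower in all 3. None of these genes is in Table 1, which argues against a rise only in genes picked on these libraries. Adjusted over the list alone, 0 genes passed, and 0 passed over all genes in edgeR, 7 having an unadjusted p below 0.05. GC content and transcript length were tested by removing their trend in the model with the experiment as a block, after which the list had a p of 2.6e-08 from cameraPR in limma, so this trend was not the whole cause. With fry in place of camera the adjusted p was 0.0616, with fry and the experiment as a block 0.101, and with an estimated correlation 0.162 from camera, so the call was lost under each. Over the alternatives, the adjusted p from limma ran from 1.1e-15 to 0.162. Chance cannot be excluded in a design of 3 against 3 libraries, where only the real split, 1 of 10, gave a p as small, a share that cannot fall below 0.1. An effect of the silencing and one of the RNAi duplexes cannot be told apart, since the design holds a single *Pdcd10* treatment against the control.

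Mitotic genes were lower in si*Pdcd10*-EC (adjusted p = 2.9e-07 from camera in limma), with 16 of 16 lower, 16 lower in all 3 experiments, and a median log2 fold change of -0.83. By experiment the medians were -1.16, -0.76 and -0.68. No single gene stood out: 0 passed when adjusted over the list alone, 0 passed over all genes, and 1 had an unadjusted p below 0.05 in edgeR. The call was lost under fry (adjusted p = 0.369) and under an estimated correlation (adjusted p = 0.390 from camera), and was kept by fry with the experiment as a block (adjusted p = 0.0486). Over the alternatives the adjusted p from limma ran from 7.2e-16 to 0.390. After the trend with GC content and length was removed, p was 5.0e-18 from cameraPR with the experiment as a block, which argues against that trend as the whole cause. Of the 10 splits, 3 gave a p as small, so chance is not excluded. The other 2 of these splits put both libraries of experiment I in one group with a library of si*Pdcd10*-EC of experiment II or III, so they follow the experiment, and the blocked value of the real split was 7.2e-16. A further split, which parts the libraries of experiment I, gave nearly as small a p. Fewer dividing cells are a candidate explanation: 12 of 12 DNA replication genes, none of them in the mitosis list, were lower as well, with a median log2 fold change of -0.59 (by experiment -0.13, -0.69 and -0.73, although *Mcm2*, *Mcm4*, *Mcm6*, *Pcna* and *Gins2* were higher in experiment I) and a smallest adjusted p of 0.956 from edgeR. Cell numbers are not given in the sources used here.

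Sterol synthesis genes were lower in si*Pdcd10*-EC (adjusted p = 1.5e-09 from camera in limma). Of 15 genes, 15 were lower, 11 of them in all 3 experiments, and the median log2 fold change was -0.82. The medians by experiment were -0.23, -0.996 and -0.93. In edgeR 3 genes passed when adjusted over the list alone and 0 over all genes, where 5 had an unadjusted p below 0.05. Over all genes, edgeR called *Fdps* of this list when the experiment was a block, as given with the other observations. The call was lost under fry (adjusted p = 0.0782), an estimated correlation (adjusted p = 0.162 from camera) and fry with the experiment as a block (adjusted p = 0.0515). The adjusted p from limma ranged from 1.3e-11 to 0.162 over the alternatives. Removing the trend with GC content and length left a p of 2.8e-12 from cameraPR with the experiment as a block, so that trend was not the whole cause. In 1 of the 10 splits, the real one, p was as small, and with 3 against 3 libraries chance cannot be excluded. Whether the sterol genes answer to the silencing or to growth conditions of the cultures was not tested.

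Mesenchymal genes were higher in si*Pdcd10*-EC (adjusted p = 0.0343 from camera in limma), with 11 of 14 higher, 7 of them in all 3 experiments, and a median log2 fold change of 0.29. Medians by experiment were 0.21, 0.36 and 0.37, and *Snai2* was lower in all 3. Of single genes, 1 passed when adjusted over the list alone and 0 over all genes in edgeR, with 1 at an unadjusted p below 0.05. This call held under fry (adjusted p = 0.0284) and under fry with the experiment as a block (adjusted p = 0.0080), but not under an estimated correlation (adjusted p = 0.162 from camera). It was lost without the si*Pdcd10*-EC library of experiment II (adjusted p = 0.0623 from camera) and without that of experiment III (adjusted p = 0.0702 from camera). The range of the adjusted p from limma over the alternatives was 7.4e-05 to 0.162. With the trend with GC content and length removed, p was 0.0011 from cameraPR with the experiment as a block, which argues against it as the whole cause. The real split was the 1 of 10 with a p as small, and chance cannot be excluded at this size. Cell identity in these cultures is taken up with the other observations.

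The remaining lists were not called by camera. The KLF2 and KLF4 program had an adjusted p of 0.923 from camera, with a median log2 fold change of 0.13 and 6 of 10 genes higher. Endothelial identity genes had an adjusted p of 0.975 from camera, whose direction was down while the median was 0.02 and the mean 0.08, with 4 of 6 higher. Only 6 of the 14 genes could be tested, and the median level of the list was 0.154 CPM in siCNT-EC. At such levels the test cannot tell whether endothelial identity changed. Interferon response genes had an adjusted p of 0.923 from camera, whose direction was down while the median was 0.10 and the mean 0.05, with 9 of 17 higher. By experiment the interferon medians were 1.24, 0.32 and -0.22, and without the siCNT-EC library of experiment I the list was called as lower (adjusted p = 0.0281 from camera, range over the alternatives 0.0281 to 0.991). The direction turned to up with the experiment as a block (adjusted p = 0.145 from camera), without siCNT-EC of experiment III (adjusted p = 0.0873 from camera) and without si*Pdcd10*-EC of experiment I (adjusted p = 0.127 from camera), so it is not fixed. It was up as well with no filter on low counts, with experiments II and III only and under fry with the block. With the block, cameraPR in limma gave an unadjusted p of 0.0365 before and 0.0192 after the trend with GC content and length was removed, upward in the latter. In these lists 0 genes passed when adjusted over the list alone, as over all genes in edgeR, where 1, 0 and 0 had an unadjusted p below 0.05.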

How the results depend on the processing

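Of the settings here, experiments II and III only, DESeq2 with the experiment as a block, the thinning to equal depth, and fry with the experiment as a block were chosen only after the results were seen. The counts of DEGs moved most. From 0 in edgeR (1009 genes at an unadjusted p below 0.05), the count stayed at 0 with the size factors of DESeq2, a mean count of at least 50, no threshold on the fold change, and each library left out in turn.

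With total counts only, edgeR called 1 DEG, which is upregulated and in Table 1, and without a filter on low counts 5, all 5 upregulated and all 5 in Table 1. Limma-voom called 2, which are upregulated and in Table 1. DESeq2 called 132 with default settings (98 up, 34 down, with 94 of Table 1), and 94 with the prior on fold changes (71 up, 23 down, with 94 of Table 1). All libraries thinned to equal depth gave 2 DEGs in edgeR, also upregulated and in Table 1. Experiments II and III only gave 2082 (1100 up, 982 down, with 91 of Table 1), and DESeq2 with the experiment as a block 746 (377 up, 369 down, with 90 of Table 1). The cause was not tested for any of these counts, except for depth and for the spread between experiments, which are taken up with the other observations.

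With the experiment as a block, edgeR called 15 DEGs, 11 up and 4 down, of which 12 are in Table 1. The block moved 9 of the named genes past the threshold and 30 stayed on the same side. *Pdcd10* stayed above the threshold (adjusted p = 0.0592 from edgeR), and the lists called by camera stayed called. Under fry, the mitosis list was called with the block (adjusted p = 0.0486) and not without it (adjusted p = 0.369). The cause was not tested beyond the spread between experiments.

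The correlation of log2 fold changes with Table 1 was 0.826 in edgeR, 0.934 with a mean count of at least 50, 0.865 with DESeq2 at default settings, 1.00 with the prior, 0.894 with limma-voom, 0.809 with experiments II and III only, 0.859 with DESeq2 and the block, and 0.935 at equal depth. With each library left out in turn it ran from 0.812 to 0.832. A mean count of at least 50 left 87 of the 94 genes and equal depth 80 by construction; for the others the cause was not tested.

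The direction of *Pdcd10* was kept in all settings with the groups by title. Its log2 fold change passed the threshold at -1.42 with DESeq2 at default settings (adjusted p = 6.9e-05), -1.19 with the prior (adjusted p = 1.3e-04 from DESeq2), -1.71 with experiments II and III only (adjusted p = 2.8e-06 from edgeR) and -1.44 with DESeq2 and the block (adjusted p = 5.0e-07). The cause was not tested. With the groups from the condition labels it was 1.41, reversed by construction (adjusted p = 0.298 from edgeR). Over all settings the adjusted p ranged from 5.0e-07 to 1.00. *Krit1* went from 0.12 to -0.27 with experiments II and III only (adjusted p = 0.0173 from edgeR, range over the settings 0.0173 to 1.00), and the cause was not tested. No other named gene changed its direction past the threshold in any setting.

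The medians of the paper's lists fell under the prior of DESeq2, to 1.24 for hypoxia, 1.27 for HIF-1α and 1.23 for Nod2, since the prior shrinks fold changes by construction. At equal depth the Nod2 median was 1.16 over the 4 of 7 genes still tested, fewer by construction.

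Among the lists, fry in place of camera gave adjusted p values of 0.0616 for HIF targets, 0.369 for mitosis and 0.0782 for sterol synthesis. Mesenchymal genes stayed called (adjusted p = 0.0284 from fry). Camera with an estimated correlation gave 0.162 for HIF targets, 0.162 for mesenchymal genes, 0.162 for sterol synthesis and 0.390 for mitosis, all adjusted in limma. Fry with the experiment as a block gave 0.101 for HIF targets and 0.0515 for sterol synthesis, and called mitosis (0.0486) and mesenchymal genes (0.0080). The cause was not tested. With each library left out in turn, the adjusted p from camera ran from 0.0281 (without siCNT-EC of experiment I) to 0.991 for interferon response and from 0.0095 (without si*Pdcd10*-EC of experiment I) to 0.0702 (without si*Pdcd10*-EC of experiment III) for mesenchymal genes. HIF targets, mitosis and sterol synthesis stayed called when any 1 library was left out. The KLF2 and KLF4 program and endothelial identity were called in none of the settings. The strongest 7-base word was the same in the whole transcript, with a z of -12.0.

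Depth limits the thinned comparison to 11957 genes against 16656 in edgeR. In siCNT-EC of experiment I, genes with few counts are measured with less precision than in the other 5 libraries.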

Differences from the paper's values

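The paper gives 94 DEGs, 71 upregulated and 23 downregulated (the paper's values), against 0, 0 and 0 in edgeR, where 1009 genes had an unadjusted p below 0.05. Of the alternatives set before the data were examined, DESeq2 with the prior on fold changes reached the paper's values, with 94, 71 and 23, and DESeq2 with default settings came within 1.5 times, with 132, 98 and 34. All others stayed apart: 1 with total counts only, 5 without a filter on low counts, 2 with limma-voom, 15 with the experiment as a block, and 0 in the remaining ones. Experiments II and III only and DESeq2 with the experiment as a block, both chosen after seeing the values, gave 2082 and 746, and drop 3 and 4 of the paper's 94 genes. Thinning to equal depth, also chosen after seeing the values, gave 2.

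For the single genes below, the paper's log2 fold changes are smaller in size than those of edgeR. Since Table 1 gives no errors, values were taken to differ when their signs differed or when they lay further apart than the SD of the log2 ratios of the 3 experiments. With the prior on fold changes of DESeq2, every one of the values below fell within that SD of the paper's, and the other alternatives set before the data were examined did so only where named.

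For *Tnfrsf9* the paper's value is 2.323 and edgeR gave 2.71, and the values came together also without siCNT-EC of experiment III and without si*Pdcd10*-EC of experiment I. For *Gbe1* the paper's value is 2.149 against 2.49, with total counts only, limma-voom, without siCNT-EC of experiment I and without si*Pdcd10*-EC of experiment III also closing the gap. For *Emc2* it is -1.413 (the paper's) against -1.56, closed also with no filter on low counts, without siCNT-EC of experiment I and without si*Pdcd10*-EC of experiment III. For *Id2* the paper's 1.091 stands against 1.30, and for *Hist1h2bg* the paper's 1.002 against 1.23, both closed also without si*Pdcd10*-EC of experiment III.

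In the following genes only the prior closed the gap. The paper's values are 1.763 for *Csf2rb*, 1.679 for *Adam8*, 1.642 for *Ghrh*, -1.498 for *Gm14253*, 1.655 for *Nos2*, 1.655 for *Selenbp1*, 1.543 for *Ero1l* and 1.227 for *Csf2rb2*. EdgeR gave 3.04, 2.71, 8.68, -2.13, 3.50, 3.33, 2.53 and 2.48 in the same order. *Ghrh* had 0 counts in siCNT-EC and 173 in si*Pdcd10*-EC, so its fitted value depends on the prior count. Against a floor of 3 counts over the siCNT-EC group, it was at least 45.0-fold higher.

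Over the 94 genes of Table 1, the log2 fold change differed by this measure for 40 in edgeR and for 0 with the prior of DESeq2.

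The paper names *Emc2*, *Adgrb2* and *Pak3* as the most significant downregulated genes. By the unadjusted p of edgeR they rank 1, 9 and 3 of the 23, and by the paper's own p in Table 1 they rank 1, 8 and 4. *Elp5*, named after its values were seen, ranks 2 in edgeR, and *Gm14253* and *Pdcd10* rank 4 and 5. The direction of all 94 genes was the paper's.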

Other observations

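The tests chosen only after their result was seen are those of the labels, of experiment I, of the spread between experiments, of chance for the counts of DEGs, of the pseudogenes, of endothelial transcripts, of *Gapdh*, and of mitochondrial transcripts. Those of depth on the count of DEGs, of interferon response and of off-target words were set earlier. The first search for words in 3' UTRs matched no genes, however. It was repaired with 3' UTRs from the annotation after the result for the whole transcript had been seen.

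The labels of the libraries contradict each other. With the groups from the titles, 94 of the 94 genes of Table 1 had the paper's sign. With the groups from the condition labels 0 had it, by construction, since these labels reverse the titles. Table 1 was made from these libraries, so the signs show only which groups the paper used. *Pdcd10* was at 34.8 CPM in libraries titled as control and 13.1 CPM in those titled as silenced, without overlap. This argues against the condition labels.

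Experiment I stands apart from II and III in both groups. At equal depth, the correlation of log2 CPM between si*Pdcd10*-EC of experiments I and II was 0.920, against 0.990 between II and III, so low depth of siCNT-EC of experiment I was not the cause. No biological explanation was tested.

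EdgeR called 0 DEGs, with 1009 genes at an unadjusted p below 0.05, while limma-voom called 2 and DESeq2 132. With experiments II and III thinned to the depth of siCNT-EC of experiment I, edgeR called 1460, which argues against low depth. The spread between experiments is a candidate explanation, since edgeR called 15 with the experiment as a block. For the count of 0 in edgeR the other splits decide nothing, since all 10 reach a count of 0 by construction. Chance cannot be excluded for the other counts either. With the prior of DESeq2 only the real split, 1 of 10, reached 94, and with the block it was 1 of the 4 that part all pairs. The other 3 of these exchange the groups in 1 experiment each and gave 0. Of the 15, *Saa3* (log2 fold change -1.96), *Fdps* (-1.32) and *Trp53inp2* (-1.31) are outside Table 1 and were named after their values were seen. All 3 were lower in each experiment (adjusted p = 0.0281, 0.0356 and 0.0465 from edgeR).

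An interferon response to the RNAi duplexes was tested for the immune and Nod2 genes. The median log2 fold change of the interferon list was 0.10, with members going both ways, from -0.45 to 0.49. Its medians in experiments II and III were 0.32 and -0.22, against 1.86 and 2.23 for Nod2 and 1.26 and 1.66 for immune genes. This argues against an interferon response as the whole cause in these experiments, a comparison made after the values were seen. In experiment I the medians were 1.24, 1.36 and 1.25, so there it and an effect of the silencing cannot be told apart. Off-target matches of the duplexes, whose sequences are not given in the sources used here, also stay open. The 7-base word that went most strongly with lower fold changes in 3' UTRs was AGACCTA (z = -10.8). A word as strong was found in 8 of 10 splits, and in 6 of 10 for the whole transcript. Words of the other splits were counted in either direction and that of the real split only toward lower fold changes. Both counts are therefore upper limits.

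*Gapdh*, a reference gene of the Q-PCR, was at 1123 ± 228 CPM in siCNT-EC and 2184 ± 529 CPM in si*Pdcd10*-EC (SD, n = 3 each). The log2 fold change of 0.96 (adjusted p = 0.650 from edgeR) was in the same direction in 3 of 3 experiments. It passed the threshold with experiments II and III only and in DESeq2 with the experiment as a block, and the adjusted p from edgeR, DESeq2 and limma ran from 1.7e-07 to 1.00 over the settings. Mitochondrial transcripts held 0.831 to 2.60% of the counts of a library, which allows a shift of other genes between libraries by 0.026 on the log2 scale at most. This argues against fewer mitochondrial transcripts as the cause. *Actb* had a log2 fold change of 0.00, from -0.10 to 0.18 with each library left out, so its direction is not fixed. How the Q-PCR values were scaled to these genes was not analysed here. Of the 17 Q-PCR genes, 16 were higher and 1, *Sort1* (-1.07), lower, with a median of 1.32; 17 passed when adjusted over the list alone, which is not independent evidence, and 0 over all genes. *Hmox1*, *Fosl1* and *Mthfd1l* had log2 fold changes of 1.30, 1.15 and 1.18.

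The *Gapdh* pseudogenes *Gm14760* (2.01) and *Gm3200* (1.69) of Table 1 rose more than *Gapdh*, by a median of 0.89 on the log2 scale. *Gm14253* changed by -0.72 relative to *Pdcd10*. Reads shared with the parent gene may still contribute, since the expected counts of these genes are not whole numbers, and a change of their own and shared reads cannot be told apart.

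The 14 endothelial markers had a median of 0.130 CPM over the 5 deep libraries, and 11 were below 1 CPM in each, the highest value being 4.99 CPM. Low depth was therefore not the cause. The mesenchymal list had a median of 100.1 CPM in siCNT-EC, with *Col1a2* at 4001 and *Vim* at 5289 CPM. Loss of the endothelial program in culture or another cell type may explain this, and the 2 cannot be told apart without another endothelial sample.

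The 13 mitochondrially encoded mRNAs had a median log2 fold change of -0.81, with 13 lower in fitted value. In experiment I *mt-Nd2*, *mt-Co2* and *mt-Co3* were higher in si*Pdcd10*-EC, the last of these and *mt-Co2* being at 0 in siCNT-EC of that experiment. The groups did not overlap for 1, where chance gives 10%, and the smallest adjusted p was 0.810 from edgeR. In experiments II and III the median was -0.84, so low depth of siCNT-EC of experiment I was not the cause. With these experiments only, 12 of the 13 had an adjusted p below 0.05 in edgeR. This count leaves out the threshold on the fold change, so not all of them were DEGs. By experiment the medians were -0.65, -0.67 and -0.93. No biological explanation was tested.

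Other genes of the rule set in advance showed no call in edgeR. *Krit1* and *Ccm2* had log2 fold changes of 0.12 and 0.14, and that of *Krit1* reversed with experiments II and III only (-0.27). Of *Pdcd10*, its pseudogene and these partners 2 passed when adjusted over the list alone. The log2 fold changes were 0.99 for *Klf2*, 0.54 for *Klf4*, 0.66 for *Vegfa* and -0.14 for *Pecam1*. With experiments II and III only, the adjusted p of *Klf2*, *Klf4* and *Vegfa* fell below 0.05 in edgeR, as did that of *Klf2* and *Vegfa* in DESeq2 with the experiment as a block.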
